# Identification of circular RNAs regulating cardiomyocyte proliferation in neonatal pig hearts

**DOI:** 10.1172/jci.insight.175625

**Published:** 2024-06-25

**Authors:** Ling Tang, Verah Nyarige, Pengsheng Li, Junwen Wang, Wuqiang Zhu

**Keywords:** Cardiology, Cardiovascular disease

## Abstract

Little is known about the expression patterns and functions of circular RNAs (circRNAs) in the heart of large mammals. In this study, we examined the expression profiles of circRNAs, microRNAs (miRNAs), and messenger RNAs (mRNAs) in neonatal pig hearts. Pig heart samples collected on postnatal days 1 (P1), 3 (P3), 7 (P7), and 28 (P28) were sent for total RNA sequencing. Our data revealed a total of 7,000 circRNAs in the 24 pig hearts. Pathway enrichment analysis of hallmark gene sets demonstrated that differentially expressed circRNAs were engaged in different pathways. The most significant difference was observed between P1 and the other 3 groups (P3, P7, and P28) in pathways related to cell cycle and muscle development. Out of the 10 circRNAs that were validated through real-time quantitative PCR to verify their expression, 6 exhibited significant effects on cell cycle activity in human induced pluripotent stem cell–derived cardiomyocytes following small interfering RNA–mediated knockdown. circRNA-miRNA-mRNA networks were constructed to understand the potential mechanisms of circRNAs in the heart. In conclusion, our study provided a data set for exploring the roles of circRNAs in pig hearts. In addition, we identified several circRNAs that regulate cardiomyocyte cell cycle.

## Abstract 2

Expression profiles of mRNA, miRNA, and circRNA in neonatal pig hearts suggest potential roles for circRNAs in cardiac development.

## Introduction

Heart failure continues to be a major cause of death worldwide. The primary reason for heart failure is the degeneration or loss of functional cardiomyocytes after injury. It is well established that cardiomyocytes in adult mammals possess limited regenerative potential because of cell cycle exit. Therefore, myocardium loss after myocardial injuries is typically replaced by fibrotic scar. Thus, replenishing lost cardiomyocytes emerges as a promising strategy for repairing damaged myocardium and improving heart function in preclinical models of heart failure. It was reported that the heart of neonatal mice retains regenerative capacity within the first week after birth, which is mediated by proliferation of endogenous cardiomyocytes (1). Several cell types and pathways are involved in cardiomyocyte proliferation, which includes hormones, revascularization, nerve signaling, immune response, extracellular matrix, metabolism, and gene expressions (2). We have recently shown that neonatal pigs can also regenerate lost myocardium in the first 2 days after birth in response to myocardial injuries (3). Specifically, hearts of postnatal day 1 (P1) pigs hold robust regeneration capacity following myocardial infarction. This regeneration is mediated by the proliferation of preexisting cardiomyocytes, which is lost when cardiomyocytes permanently exit the cell cycle. Thus far, molecular mechanisms underlying the injury-induced activation of cardiomyocyte cell cycle in neonatal pig hearts remain largely unknown.

Circular RNA (circRNA) is a type of RNA molecule that forms a closed-loop structure. circRNAs are divided into 4 categories: ecRNAs (exonic circRNAs), which are derived from single or multiple exons; ciRNAs (circular intronic RNAs), which are derived from introns; EIciRNAs (exon-intron circRNAs), which are composed of exons and introns; and tricRNAs (tRNA intronic circRNAs), which are formed by splicing tRNA introns (4). Previous studies have reported consistent expression of circRNAs in various human tissues and bodily fluids, including blood, saliva, and urine (5–7). circRNAs play an important role in regulating various biological processes. The unique closed-loop structure renders them resistant to degradation by ribonucleases and ensures stability. This stability allows circRNAs to accumulate in cells, making them potential biomarkers for various cardiovascular conditions. circRNAs carry out their functions through mechanisms related to transcription regulation, such as miRNA sponging, formation of RNA-protein complexes, and interactions with RNA-binding proteins (4, 8). circRNAs can act as microRNA sponges, binding to and sequestering miRNAs, thus preventing them from binding to their target mRNAs and suppressing gene expression. Additionally, circRNAs are well known for their specificity to certain tissues and developmental stages (8).

Recent studies highlighted the importance of circRNAs in the regulation of cardiovascular functions (9). The involvement of circRNAs in regulating cardiomyocyte proliferation and heart regeneration has been established for only a few circRNAs including circNfix (10), circHipk3 (11), circCDYL (12), and circMdc1 (13). However, more research has been done to identify new circRNAs that are involved in regulating the pathophysiology of the diseased heart, such as cardiac inflammation (14–16), apoptosis (17–32), autophagy (33–35), ferroptosis (36), angiogenesis (37, 38), and fibrosis (39), and modulating the expression and/or activity of these circRNAs has been shown to provide cardioprotection following myocardial injuries.

Despite these encouraging results, the majority of these studies were performed on rodents. The expression patterns and function of circRNAs in the heart of large animals are essentially unknown. The main objective of this study is to fill this knowledge gap by examining the expression profiles and functions of circRNAs in neonatal pig hearts. We were particularly interested in identifying the circRNAs that regulate cardiomyocyte cell cycle and proliferation. Toward this goal, we performed total RNA sequencing with pig heart samples collected on P1, P3, P7, and P28 and analyzed the expression profiles of circRNAs, miRNAs, and mRNAs. Our data revealed significant changes in the expression of circRNAs at different postnatal stages (i.e., from P1 to P28), and pathway enrichment analysis highlighted circRNAs that are associated with cell division and proliferation. Functional analysis verified the cell cycle function of 6 new circRNAs in cardiomyocytes. By predicting interactions between circRNAs, miRNAs, and mRNAs, we were able to infer potential relationships and construct an integrated regulatory network. This comprehensive analysis provided insights into the complex regulatory processes involving circRNAs, miRNAs, and mRNAs during postnatal heart development in newborn pigs. Additionally, our study generated a data set for further exploration of circRNA roles in the heart of neonatal pigs.

## Results

We performed RNA sequencing of mRNAs and noncoding RNAs, including circRNAs and miRNAs, using samples from neonatal pig hearts at different developmental stages (P1, P3, P7, and P28, with 6 animals at each age). The heart samples were sent to 2 companies for sequencing (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.175625DS1). In the first batch, 12 samples from animals of different ages (3 animals at each age) were sent to Novogene for circRNA sequencing (annotated as “nv1”). A second batch of 12 more samples was sent to CD Genomics (annotated as “cd”) for total RNA sequencing. In the third batch, new samples from the same 12 animals in the first batch were sent to Novogene (annotated as “nv2”) for total RNA sequencing again. We validated the sequencing data using real-time quantitative PCR (qRT-PCR), performed differential expression analysis and pathway enrichment analysis using different bioinformatics tools, and conducted functional experiments in the cultured cardiomyocytes via siRNA-mediated knockdown of selected circRNA candidates. Schematics of experimental design are shown in Supplemental Figure 1.

### Differential expression analysis of circRNAs in neonatal pig hearts.

We analyzed circRNA expression profiles in neonatal pig hearts using circRNA-sequencing data from all 3 batches (nv1, cd, and nv2; 36 samples), which covered a total of about 7,000 circRNAs. 

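Back-splice junctions, at which the end of an exon is joined to an upstream exon, were counted in 36 libraries from 24 pigs. Batch nv1 was treated with RNase R, which digests linear RNA, whereas batches nv2 and cd were total RNA. The authors aligned the reads with STAR to Sscrofa10.2 and counted back-spliced reads with CIRCexplorer2. These counts were deposited without normalization and without a filter on low counts. They list 33434 circRNAs in nv1, 22933 in nv2 and 21610 in cd. Of the 48111 circRNAs in any batch, 9978 were in all 3 batches and 28223 were in 1 batch only. Back-spliced reads per library ranged from 15730 to 65478 in the 11 nv1 libraries that the paper kept, from 10819 to 17027 in nv2 and from 8636 to 49042 in cd. In 5 of the 12 cd libraries, none of them from P1, between 6.50% and 17.1% of the circRNAs had 1 count, against 25.7% to 44.1% in the other 7.
The nv1 and nv2 counts of a pig were summed, so that the pig was the replicate. The P28 pig whose nv1 library the paper excluded was left out, which gave 6 pigs at each of P1, P3 and P7 and 5 pigs at P28. The 6604 circRNAs with at least 3 counts in at least 10% of the 23 pigs were tested with edgeR's quasi-likelihood test, with TMM normalization and the sequencing company as a covariate. All 4 ages entered one fit. Their median count per pig was 1, and 44.5% of the counts were 0. The common dispersion, the squared coefficient of variation between pigs, was 1.10. A circRNA was called differentially expressed at an unadjusted p of 0.05 or less and an absolute log2 fold change over 0.5, the thresholds the paper states. A positive log2 fold change means a higher level at the later age. When log2 fold changes of 1.5 were simulated at P28 in 200 circRNAs, 23% of them were called, and 0 had a Benjamini-Hochberg adjusted p under 0.05. With simulated log2 fold changes of 4 in 200 of the most abundant 10% of circRNAs, 91% had an adjusted p under 0.05.

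**Figure D1:**
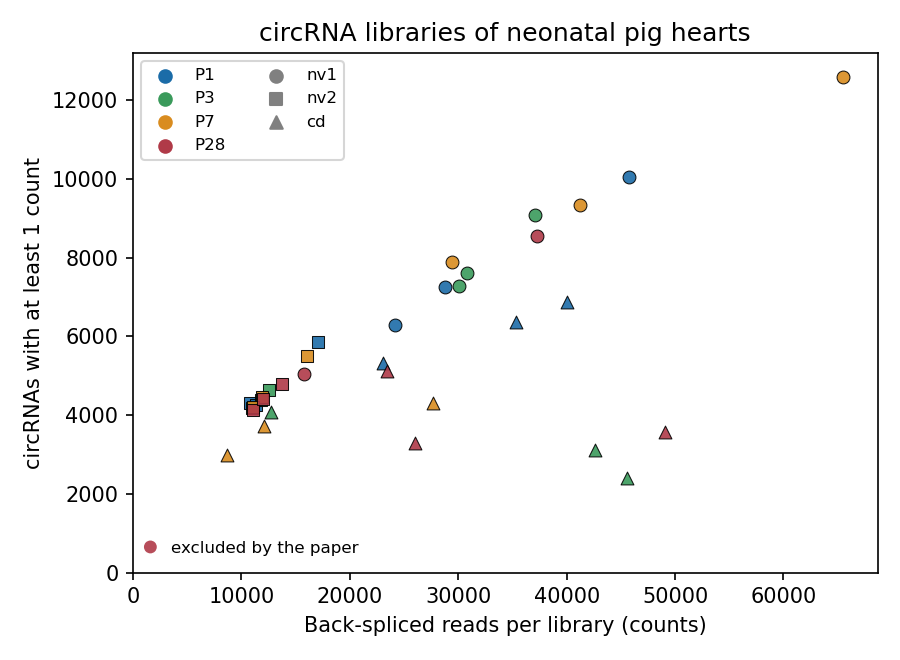
Back-spliced reads per library (x axis, counts) and circRNAs with at least 1 count (y axis) in the 36 libraries, colored by age, with a symbol per batch. The P28 library that the paper excluded has 1604 reads and 651 circRNAs.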

A principal component analysis (PCA) of our batch-corrected samples exhibited a great random mixing of samples from the 3 batches, implying successful cross-sample batch correction. 

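Mixing was measured in the 35 libraries that the paper used, on log2 CPM of the 4856 circRNAs with at least 3 counts in at least 10% of these libraries. Before any correction, 20.0% of the variance lay between the 3 batches and 9.89% between the 4 ages. The nearest library by Euclidean distance came from the same batch for 32 of the 35 libraries. After each batch was centered on its mean, this held for 10 libraries, against 11 expected by chance. Centering was used here in place of the DESeq2 step, whose settings the paper's text does not name. It removes the differences between batch means by construction, so the mixing after it does not show whether the paper's step succeeded. Of the 22 libraries whose pig had another library, 0 were nearest to that library before centering and 6 after it. The nearest library was of the same age for 19 of the 35 libraries after centering, against 8 expected by chance. These 19 include the 6 whose nearest library came from the same pig, which the chance value does not take into account.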

The most noteworthy difference was observed between P1 and the other 3 groups. 

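For the 23 pigs, the separation of the ages was measured as a share of the variance of log2 CPM after the mean of each company was removed. The 4 ages accounted for 16.6% of the variance, against 14.3% by chance (one-sided permutation test, ages permuted among the pigs of each company, 100000 resamples, p = 3e-05). Between P1 and the other ages lay 5.80% (permutation p = 0.00603, adjusted p = 0.01 over the 5 shares tested), and between P28 and the other ages 6.24% (permutation p = 0.00227, adjusted p = 0.00568), against 4.76% by chance. The shares for P3 (5.18%, adjusted permutation p = 0.0987) and P7 (4.83%, adjusted permutation p = 0.277) did not pass the correction. Among the alternatives, the share of the 4 ages moved most when each company was taken alone, to 34.1% in the Novogene pigs and 30.5% in the cd pigs, where fewer pigs raise the share that chance gives.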

Although samples within the other groups exhibited closer similarities to one another, there were occasional individual samples that displayed similarities to samples from different groups. This occurrence is likely due to the deliberate selection of samples from neonatal pigs to detect subtle differences in their cardiac regenerative function. Therefore, the experimental design remains reasonable, and the biological replications are considered satisfactory (Supplemental Figure 2A).

Differentially expressed (i.e., upregulated or downregulated) circRNAs were identified from various comparisons (i.e., P1 versus P3, P1 versus P7, P1 versus P28, and P1 versus P3, P7, and P28; Supplemental Figure 2B), and the highest number of differentially expressed circRNAs were observed in the comparison between P1 and P28. 

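Between P1 and P3, 643 of the 6604 circRNAs were called, 167 higher and 476 lower at P3. Between P1 and P7, 382 were called (183 higher, 199 lower), and between P1 and P28, 800 (220 higher, 580 lower). Between P1 and the mean of P3, P7 and P28, 768 were called, 132 higher and 636 lower at the later ages. At a Benjamini-Hochberg adjusted p under 0.05 from edgeR's test, the counts were 0, 0, 4 and 2. The unadjusted p was 0.05 or less for 644, 383, 802 and 774 circRNAs. The adjusted counts were 14, 12, 21 and 18 in the Novogene pigs alone, 1, 1, 4 and 2 in the cd pigs alone, 10, 2, 14 and 8 in limma voom with the pig as a random block, and 2, 0, 12 and 0 with DESeq2. In 20 data sets simulated without an age effect, each circRNA was drawn independently. There the same thresholds called 438 to 534, 437 to 511, 435 to 524 and 493 to 581 circRNAs. The count for P1 versus P7 lay below this range. Other splits of the same pigs, with as many cd pigs in each group, gave medians of 468, 329, 552 and 535 calls. Their highest counts were 685, 450, 754 and 738. The simulated ranges are therefore narrower than what other splits gave, and 382 lay above the median of the splits for P7. Of the alternatives that kept the thresholds, the filter on low counts moved P1 versus P28 most in either direction, to 1313 calls without a filter (454 higher, 859 lower) and to 82 with at least 10 counts in at least 6 pigs (45 higher, 37 lower). Under the latter filter the larger share was thus higher at P28. The median log2 fold change of all tested circRNAs was −0.40, −0.18, −0.32 and −0.33 with TMM normalization. With DESeq2's size factors it was −0.22, −0.07, −0.20 and −0.19, so directions hold relative to this shift. With these size factors, 62.8% of the calls between P1 and P3 were lower at P3, against 74.0% with TMM, and for P1 versus P7 the lower share was 43.8% against 52.1%.
Within companies, P1 versus P28 gave 474 calls among the Novogene pigs (208 higher, 266 lower) and 164 among the cd pigs (35 higher, 129 lower). For P3 there were 205 higher and 205 lower among the Novogene pigs and 39 higher and 253 lower among the cd pigs, and for P7 276 higher and 174 lower against 33 higher and 76 lower. The log2 changes of the 6604 circRNAs from P1 to P28 in the pigs of one company were set against those of the other. Across circRNAs, which are not independent replicates, Pearson's r was 0.101 and Spearman's rho 0.0961 (one-sided exact permutation test of the ages, p = 0.005 for r, adjusted p = 0.015 over 3 comparisons, and the smallest p the pigs allow). For P3, r was −0.00957 (exact permutation p = 0.73), and for P7 it was −0.00551 (exact permutation p = 0.6).

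**Figure D2:**
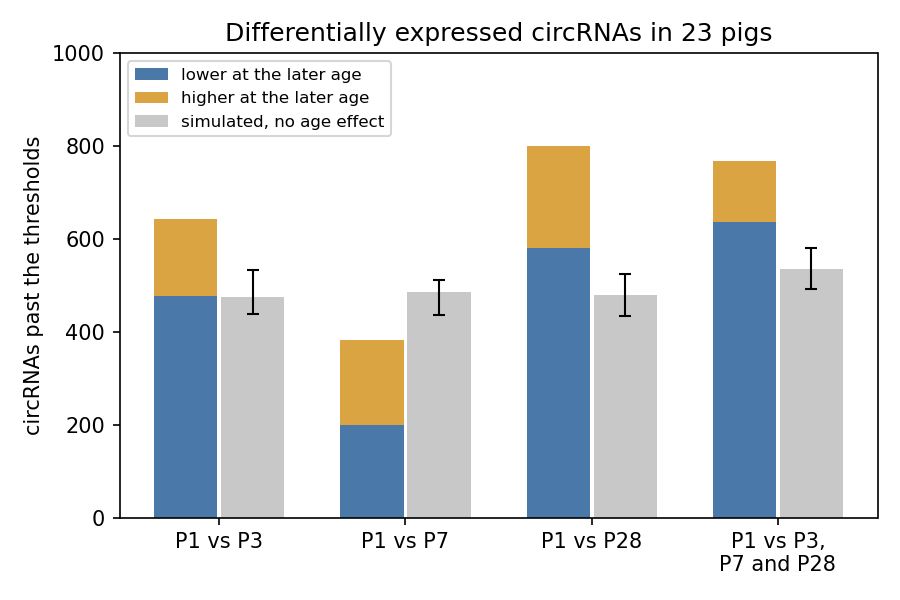
Number of circRNAs called in each comparison (y axis), split into lower and higher at the later age, beside the number called in simulated counts with no age effect. Gray bars give the median of 20 simulations with circRNAs drawn independently, and error bars their lowest and highest number. P1 versus P7 has 382 calls against a simulated median of 485.5. Other splits of these pigs balanced by company, not shown, had a median of 329.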

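The files name circRNAs by their position in Sscrofa10.2 without a host gene. The 4 circRNAs with an adjusted p under 0.05 between P1 and P28 were 2:61866061-61872040:+, 8:4258669-4260865:+, 16:78028006-78032631:+ and 1:265189346-265197520:+, given as chromosome, start, end and strand. The circRNA on chromosome 2 had a TMM-normalized level of 16610 ± 2604 CPM (SD, n = 6 pigs) at P1 and 9651 ± 2173 CPM (SD, n = 5) at P28. Its log2 fold change was −0.75 (SE 0.12, adjusted p = 1.45e-06 from edgeR's quasi-likelihood test), with all 5 P28 pigs below all 6 P1 pigs. The circRNA on chromosome 8 rose from 640.6 ± 679.1 CPM (SD, n = 6) to 2673 ± 1153 CPM (SD, n = 5). Its log2 fold change was 2.65 (SE 0.46, adjusted p = 3.67e-05 from the edgeR test), and 4 of 5 P28 pigs were above all 6 P1 pigs. Among the Novogene pigs alone, these 2 log2 fold changes were −0.60 and 1.20, with adjusted p-values of 0.167 and 0.112 from the edgeR test, and among the cd pigs alone −0.87 and 4.23 (4.52e-04 and 4.42e-04).
The circRNA on chromosome 16 had 862.5 ± 442 CPM (SD, n = 6) at P1 and 55.9 ± 108 CPM (SD, n = 5) at P28. Its log2 fold change was −4.35 (SE 0.85, adjusted p = 7.22e-04 from the edgeR test), and 4 of 5 P28 pigs were below all 6 P1 pigs. P28_s3 alone had 247 CPM. Without this pig the P28 group is under the floor of 3 counts, and the circRNA was at least 8.5-fold lower at P28. The circRNA on chromosome 1 had 0 counts in all 5 P28 pigs and 0 to 21 counts in the P1 pigs, with 279 ± 220 CPM (SD, n = 6) at P1. With P28 set at the floor of 3 counts, it was at least 2.52-fold lower at P28 (adjusted p = 0.00728 from the edgeR test). The floor covers counting error only. Its adjusted p from the edgeR test rose above 0.05 in 3 of the 23 fits that each left out 1 pig: to 0.0736 without P1_s5, to 0.0685 without P28_s2 and to 0.0565 without P28_s5. In the cd pigs alone the adjusted p was 0.627. From the circRNA profiles across the ages, the paper proposes a potential involvement of circRNAs in heart development.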

Volcano plots were generated to provide a comprehensive view of the differential expression patterns (Supplemental Figure 2, C–F). To understand potential involvement of circRNA host genes in cell cycle regulation, circRNAs that were enriched in cell cycle–related pathways were identified and utilized to generate heatmaps. These heatmaps displayed the expression patterns of the differentially expressed and top ranked cell cycle–related circRNAs across different ages (Figure 1, A–D). Pathway enrichment analysis of the hallmark gene sets from the Human Molecular Signatures Database (40) demonstrated that differentially expressed circRNAs were enriched in different pathways associated with cell cycle activities, such as mitotic spindle assembly and myogenesis, cell cycle checkpoint, and the E2F or Myc target genes (P1 versus P3, Figure 1E; P1 versus P7, Figure 1F; P1 versus P28, Figure 1G; and P1 versus P3, P7, and P28, Figure 1H). The leading edge genes associated with these pathways were listed in Supplemental Table 2. These findings demonstrated significant changes in pathways related to cell division, mitotic spindle assembly, skeletal muscle development, and protein secretion due to differential circRNA expression. Taken together, these data provided detailed information about circRNA expression profiles in neonatal pig hearts, indicating their potential involvement in heart development.

### Time-varying effect modeling of cell cycle–regulating circRNAs.

A notable advantage of the current study is that we examined the expression profile of circRNA in pig hearts at different postnatal ages. To evaluate the overall time dependency of circRNA expression in cell cycle–related functions, we utilized our circRNA data set to analyze how the expression of different cell cycle–enriched sets of circRNA host genes varied across different postnatal days. This was achieved by time-varying effect modeling (TVEM) analysis of the host genes described above. For each of the selected cell cycle–related pathways, we then reported and visualized the changes in the β_1_ coefficient across different postnatal periods (Supplemental Figure 3). We observed significant variation in the β_1_ coefficients over time in core cell cycle–related pathways, such as G2M checkpoint (Supplemental Figure 3A), mitotic spindle (Supplemental Figure 3B), Myc-targets (Supplemental Figure 3, C and D), myogenesis (Supplemental Figure 3E), PI3K-Akt-mTOR signaling (Supplemental Figure 3F), and Wnt-beta catenin signaling (Supplemental Figure 3G), suggesting that circRNAs potentially play a crucial role in regulating cell cycle during postnatal heart development.

### Differential expression analysis of miRNAs and mRNAs in neonatal pig hearts.

We did not have a good batch correction for miRNA-sequencing data from batches cd and nv2. Therefore, we analyzed the expression profiles of miRNAs and mRNAs using data from batch cd only. 

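Batch cd held 12 libraries of small RNA and 12 of total RNA, from 3 pigs at each age. The authors deposited reads counted on each gene, without normalization. For miRNAs they deposited expected counts, in which a read that matched several precursors was shared between them. Of these values 81% were whole numbers, and all were rounded for the test. The miRNA table pairs 411 mature miRNAs with their precursors in 486 entries. Of these, 305 entries with 256 mature miRNAs had at least 10 counts in at least 3 libraries and were tested. The gene table holds 9815 genes of chromosomes 1, 2, 6 and 13; genes of other chromosomes were not analysed here. The same filter kept 5526 genes, 4591 of them protein coding and 594 lncRNAs. Counts per library ranged from 8887176 to 14883849 on genes and from 2921130 to 7917255 on miRNAs. Between 7.09% and 19.7% of the gene counts of a library fell on the 9 genes named Metazoa_SRP. The edgeR test was run as for circRNAs, without a covariate. The common dispersion was 0.0354 for miRNAs and 0.0446 for genes, far below that of circRNAs. When log2 fold changes of 1.5 were simulated at P28, an adjusted p under 0.05 was reached by 94.1% of the changed miRNAs and by 72.5% of 200 changed genes.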

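Among the 12 cd libraries, 64.4% of the variance of miRNA log2 CPM and 57.0% of that of genes lay between the 4 ages, against 27.3% by chance. Both shares had the smallest p that the 15400 splits allow (one-sided exact permutation test, p = 6e-05). For miRNAs, the share between P28 and the other ages was 34.1% (exact permutation p = 0.005, the smallest that the splits allow, adjusted p = 0.0114 over the 5 shares), and that between P1 and the others 25.7% (adjusted permutation p = 0.0152), against 9.09% by chance. The shares for P7 (17.8%, adjusted permutation p = 0.0568) and P3 (8.20%, adjusted permutation p = 0.464) did not pass the correction. For genes, the share was 32.5% for P28 (adjusted permutation p = 0.0114), 16.4% for P7 (adjusted permutation p = 0.0454), 13.7% for P1 and 13.5% for P3 (adjusted permutation p = 0.0954 for both). With the 500 most variable genes, the share of the 4 ages moved to 64.5%.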

The PCA plots of sequencing data for miRNA (Supplemental Figure 4A) and mRNA (Supplemental Figure 5A) showed clear distinctions among the 4 groups. The number of differentially expressed miRNAs in various comparisons (i.e., P1 versus P3, P1 versus P7, P1 versus P28, and P1 versus P3, P7, and P28) was provided for miRNA (Supplemental Figure 4B) and mRNA (Supplemental Figure 5B), and the highest number of differentially expressed miRNAs and mRNAs were observed in the comparison between P1 and P28. 

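For miRNAs, the thresholds called 45 of 305 entries between P1 and P3 (33 higher, 12 lower at P3), 97 between P1 and P7 (46 higher, 51 lower), 122 between P1 and P28 (57 higher, 65 lower) and 66 between P1 and the later ages (40 higher, 26 lower). At an adjusted p under 0.05 from edgeR's test, the counts were 20, 94, 128 and 81. In data simulated without an age effect, with entries drawn independently, at most 16 entries were called in any of the 4 comparisons. Other splits of the same libraries called at most 21, 21 and 20 entries for the single ages. For the later ages together, 3 of 100 splits, the reported one included, called at least 66. With 1 entry per mature miRNA, 35, 73, 93 and 53 were called. For genes, 585 of 5526 were called between P1 and P3 (384 higher, 201 lower), 648 between P1 and P7 (423 higher, 225 lower), 1276 between P1 and P28 (610 higher, 666 lower) and 520 between P1 and the later ages (270 higher, 250 lower). Their adjusted counts were 3, 111, 846 and 136. The simulations called at most 205 genes in any comparison. The count for P1 versus P3 rests partly on 1 library: it fell to 381 without replicate 5 of P3. With 1 library left out, 30.3% to 49.9% of the P1 versus P3 calls were lower at P3. The excess of higher calls was therefore not kept in each fit. Among the genes called, 472, 522, 1027 and 388 were protein coding.
The miRNAs with the smallest p between P1 and P28 were ssc-miR-210, ssc-miR-370, ssc-miR-95 and ssc-miR-150, which the files list without positions. The miRNA ssc-miR-210 fell from 201 ± 25.3 CPM (SD, n = 3) to 21.8 ± 0.158 CPM (SD, n = 3), a log2 fold change of −3.21 (SE 0.23, adjusted p = 1.23e-07 from edgeR's test). The log2 fold change of ssc-miR-370 was −3.07 (SE 0.24, adjusted p = 2.32e-07 from edgeR's test), that of ssc-miR-95 was 2.81 (SE 0.23, adjusted p = 3.89e-07) and that of ssc-miR-150 was 2.58 (SE 0.23, adjusted p = 5.01e-07). The 2 precursors of ssc-miR-150 share their reads and have the same values. For each of these miRNAs the 3 P28 libraries did not overlap the 3 P1 libraries, which chance gives for 10% of features.
The genes with the smallest p were SNAP91 (ENSSSCG00000004453, chromosome 1), SLC2A5 (ENSSSCG00000039651, chromosome 6), FBN1 (ENSSSCG00000004658, chromosome 1), the lncRNA ENSSSCG00000051238 (chromosome 2) and WLS (ENSSSCG00000003795, chromosome 6). SNAP91 fell from 104 ± 5.84 CPM (SD, n = 3) to 16.9 ± 4.14 CPM (SD, n = 3), a log2 fold change of −2.61 (SE 0.19, adjusted p = 2.11e-05 from edgeR's test). SLC2A5 had at most 2 counts in the P28 libraries and was at least 180-fold lower there than at P1 (adjusted p = 5.20e-05 from edgeR's test), or at least 111.5-fold without replicate 4 of P1. The log2 fold change of FBN1 was −1.82 (adjusted p = 6.05e-05 from edgeR's test), that of ENSSSCG00000051238 was 2.52 (adjusted p = 6.05e-05) and that of WLS was −1.21 (adjusted p = 8.51e-05). All 3 P28 libraries lay outside the range of the 3 P1 libraries for each of these genes.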

Volcano plots were generated to present a complete overview of the differential expression profiles for miRNAs (Supplemental Figure 4, C–F) and mRNAs (Supplemental Figure 5, C–F). Heatmaps were generated to display the expression patterns for the top ranked differentially expressed miRNAs (Figure 2, A–D) and mRNAs (Figure 3, A–D) associated with cell cycle. This highlighted the levels of intensity across various samples and showed the time dependency in the expression of these RNAs. 

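The miRNAs shown in Figure 2 were all tested. In the comparison of P1 with P3, 23 of 23 changed in the direction shown and 21 were called. For P7, 23 of 23 did and 23 were called, for P28, 27 of 27 with 27 called, and for the 3 later ages together, 22 of 22 with 20 called. Adjusted over the list alone, 23, 23, 27 and 22 miRNAs had an adjusted p under 0.05 from edgeR's test, against 13, 23, 27 and 22 when adjusted over all entries tested. When 1 library was left out, at least 22 miRNAs kept the direction shown for P3 and at least 21 for the later ages together, with the lower numbers without replicate 5 or 6 of P1 or replicate 4 of P3. Of the 30 genes in each panel of Figure 3, 27 were tested for P3 and 30 in the other comparisons. The number called was 10 for P3, 30 for P7, 28 for P28 and 12 for the later ages together. Of the tested genes, 9, 28, 11 and 9 were higher at the later age. Adjusted over the list alone, 10, 30, 28 and 29 genes had an adjusted p under 0.05, against 1, 15, 28 and 7 when adjusted over all genes tested. The lists were chosen on these libraries, so the counts over the list alone are not independent evidence. Without replicate 4 of P1, the number called for P3 fell to 4.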

The pathway analyses of mRNA data resulted in enrichment of various pathways, such as inflammation, responses to hypoxia, epithelial-mesenchymal transition, oxidative phosphorylation, mTORC1-related genes, and cell cycle–targeted genes (P1 versus P3, Figure 3E; P1 versus P7, Figure 3F; P1 versus P28, Figure 3G; and P1 versus P3, P7, and P28, Figure 3H). The resulting top leading edge associated with these pathways is listed in Supplemental Table 3. As can be inferred from the information above, a notable difference in the comparison between P1 and other groups is the presence of pathways that are associated with cell cycle and metabolism (Figure 3, E–H).

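The hallmark and Reactome sets of the paper were not used here. In their place, 7 gene lists were tested with limma's camera (preset correlation 0.01) on the 12 cd libraries, and adjusted p-values cover all 28 tests. On the 4 chromosomes, 11 genes of the S phase list, 15 gene IDs of the G2/M list, 13 of interferon response, 19 of extracellular matrix and epithelial-mesenchymal transition, 17 of hypoxia and glycolysis, 18 of muscle structure and 24 of oxidative phosphorylation were measured. Of the 28 tests, 17 had an adjusted p under 0.05, 3 with higher and 14 with lower levels at the later age. Under fry, 11 tests did, and with an estimated correlation 0 did, where the smallest adjusted p was 0.199. The camera test with the preset correlation gave 17 tests with an unadjusted p under 0.05. Of 100 splits of the 12 cd libraries, the reported one included, 13 gave at least 17 calls. The median of the other splits was 11 calls.
At P7, all 11 S phase genes were above P1, with a median log2 fold change of 0.82 (adjusted p = 5.37e-08 from limma's camera, 0.0197 from fry). All 15 G2/M entries were above P1 as well, with a median of 1.33 (adjusted p = 1.38e-14 from limma's camera, 0.0184 from fry). At P28 both lists were below P1, with medians of −0.71 and −0.84 (adjusted p = 0.00814 and 3.45e-04 from limma's camera), and neither passed under fry (0.105 and 0.1205). At P3 neither was called, but without replicate 6 of P3 both were lower (adjusted p = 0.0202 and 6.65e-05 from limma's camera), as was G2/M without replicate 4 of P1 (0.0333). Hypoxia and glycolysis genes were lower in all 4 comparisons under both tests, with medians of −0.47 at P3, −0.41 at P7, −0.73 at P28 and −0.48 for the later ages together. The median was −0.18 at P3 without replicate 4 of P1 and −0.28 at P28 without replicate 4 of P28. Oxidative phosphorylation had medians of −0.18, −0.37, −0.37 and −0.31. It passed under fry in all comparisons but P3, where the call also rested on 1 library (adjusted p = 0.194 from limma's camera without replicate 4 of P3). Its median at P3 was −0.11, −0.09 and −0.30 without replicates 4, 5 and 6 of P3. Interferon response was lower at P3 and P7 (medians −0.78 and −0.63), where fry gave 0.0605 and 0.0891, and higher at P28 (median 0.93), where it passed. Its median at P7 was −0.97 without replicate 4 and −0.39 without replicate 6 of P7. The extracellular matrix list was lower at P28 (median −0.70) under both tests. Its call for the later ages together (median −0.15) did not pass under fry and was lost without replicate 4 of P1 (adjusted p = 0.0765) or of P3 (0.0638). With 1 library left out, this median ranged from −0.27 (without replicate 5 of P1) to −0.04 (without replicate 4 of P3). A call was gained at P3 without replicate 5 of P1 (0.0383) or of P3 (9.47e-04). Interferon response gained a call for the later ages together without replicate 4 of P1 (0.0289) or of P7 (0.00985). Muscle structure was called in none of the 4 comparisons (lowest unadjusted p from limma's camera, 0.140). From the pathways enriched between P1 and the other ages, the paper infers a difference in pathways of cell cycle and metabolism.

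**Figure D3:**
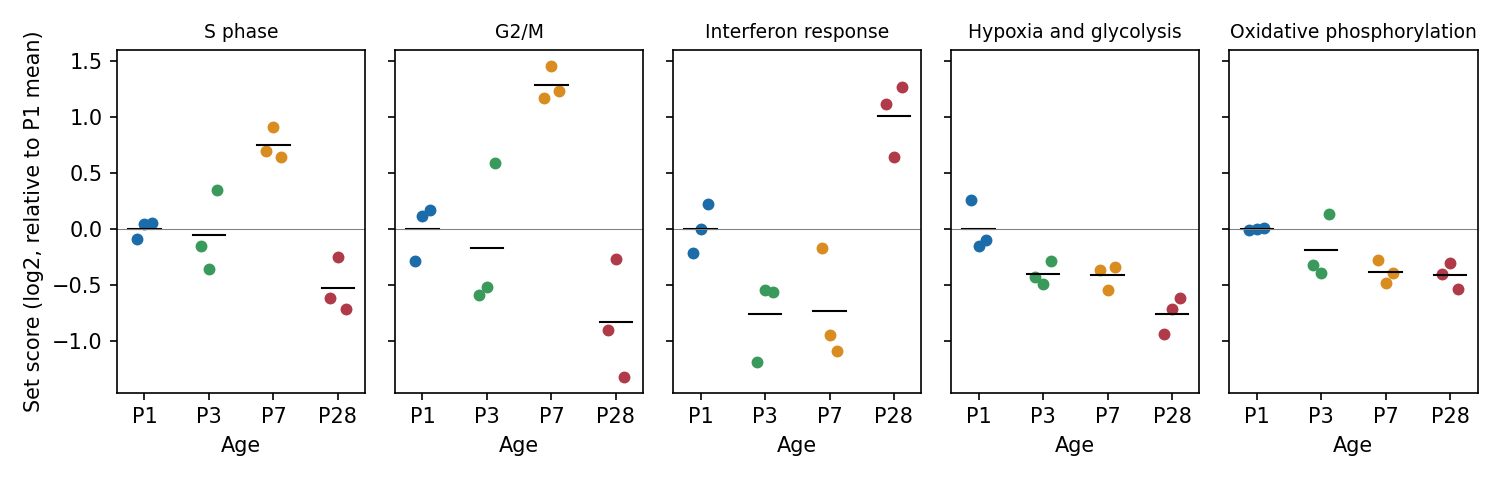
Score of 5 gene lists in each of the 12 cd libraries (y axis, mean log2 CPM of the genes relative to the P1 mean) by age (x axis). Points are libraries and lines are means; the lowest G2/M score at P7 is 1.18, above all P1 libraries.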

### Validation of circRNA expression in neonatal pig hearts.

We validated the expression of top ranked differentially expressed circRNAs in cell cycle–related pathways from the RNA sequencing using qRT-PCR on different ages of pig heart samples. Ten circRNAs showed consistent results between qRT-PCR and circRNA sequencing across all time points (P1, P3, P7, and P28), including sus-ABLIM1_0001, sus-RNF13_0002, sus-KIF1B_0001, sus-MYOM1_0001, sus-AGL_0001, sus-PDLIM5_0001, sus-CDH13_0001, sus-CDC42_0001, sus-TBCD_0003, and sus-ENSSSCG00000026041_0001 (Figure 4, A–J). Expression of some circRNAs were initially increased and then decreased as the pigs matured, such as sus-RNF13_0002 (Figure 4B), sus-KIF1B_0001 (Figure 4C), sus-MYOM1_0001 (Figure 4D), sus-PDLIM5_0001 (Figure 4F), sus-CDH13_0001 (Figure 4G), sus-CDC42_0001 (Figure 4H), sus-TBCD_0003 (Figure 4I), and sus-ENSSSCG00000026041_0001 (Figure 4J). However, some circRNAs did not show a consistent expression pattern aligned with cardiomyocyte maturation, such as sus-ABLIM1_0001 (Figure 4A) and sus-AGL_0001 (Figure 4E). We used the circAtlas (v2) database to match pig circRNAs to their corresponding pig chromosomes, except for sus-ENSSSCG00000026041_0001, for which we could not find a matched sequence in this database. The validated circRNA information obtained from the circAtlas (v2) database is listed in Supplemental Table 4. The results obtained from qRT-PCR, which measures expression levels, were consistent with the patterns observed in RNA sequencing. This confirms the accuracy of our findings.

### circRNAs that regulate cell cycle.

We conducted a phenotypic validation of the functions of the 9 circRNAs (Supplemental Table 4, except for sus-ENSSSCG00000026041_0001, for which we could not find a matched sequence in the database) using human induced pluripotent stem cell–derived cardiomyocytes (hiPSC-CMs), as there are no appropriate pig cardiomyocyte lines available. To accomplish this, we initially matched pig circRNAs to their respective human circRNAs using the circAtlas (v2) database. We successfully matched 6 pig circRNAs with human circRNAs, namely hsa-ABLIM1_0001, hsa-RNF13_0004, hsa-KIF1B_0001, hsa-MYOM1_0001, hsa-AC096949_0001, and hsa-PDLIM5_0001 (Supplemental Table 5). We then assessed the impact of siRNA-based knocking down of these 6 circRNAs on the cell cycle of hiPSC-CMs (Figures 5, 6, and 7). These cells carry a luciferase gene, allowing us to estimate the cell number through a bioluminescence assay as previously described (41–43). Our data showed that reducing the expression of hsa-ABLIM1_0001 (Figure 5A), hsa-RNF13_0004 (Figure 5C), and hsa-KIF1B_0001 (Figure 5E) resulted in increased cell cycle activity, as demonstrated by a 2- to 3-fold rise of fluorescence intensity in the bioluminescence assays (Figure 5, B, D, and F, respectively), along with a 3- to 4-fold rise in the proportion of hiPSC-CMs positively stained with BrdU (an S phase maker) and PH3 (an M phase marker), compared with cells in the control group (Figure 6, A and B; and Figure 7, A and B, respectively). Conversely, inhibiting the expression of hsa-MYOM1_0001 (Figure 5G), hsa-AC096949_0001 (Figure 5I), and hsa-PDLIM5_0001 (Figure 5K) resulted in decreased cell cycle activity, as shown by a 50% reduction in fluorescence intensity in the bioluminescence assays (Figure 5, H, J, and L, respectively) and a 50%–70% decrease in the proportion of BrdU and PH3 positively stained hiPSC-CMs compared with cells in the control group (Figure 6, A and B; and Figure 7, A and B, respectively). It was reported that mature miRNAs and mRNAs primarily function in the cytoplasm (44), and circRNAs regulate gene expression by binding to miRNAs (4). In our study, we examined the intracellular localization of 6 circRNAs that we have shown to regulate the cell cycle. Our data demonstrated that all these circRNAs were predominantly located in the cytoplasm, particularly in the perinuclei region, with some also present in the nuclei of hiPSC-CMs (Supplemental Figure 6, A–F).

### circRNA-miRNA-mRNA network construction.

To better understand the potential molecular mechanism of circRNAs involved in the process of cell proliferation, circRNAs and their predicted targets at different stages of heart development were used to construct a circRNA-miRNA-mRNA regulatory network (Supplemental Figure 7, A–C). Specifically, we selected 5 pig circRNAs that were conserved in humans, including sus-ABLIM1_0001, sus-RNF13_0002, sus-KIF1B_0001, sus-AGL_0001, and CDH13_0001. Using circAtlas (v2), we predicted a total of 11 target miRNAs. A total of 45 target mRNAs for the 11 miRNAs were then predicted using miRNAtap (45) package in R. To infer potential circRNA-miRNA-mRNA relationships, we used Cytoscape software to generate circRNA-miRNA-mRNA networks (46). These RNA interactions provided new insights into the potential mechanism for cell proliferation. Specifically, we predicted interactions such as sus-ABLIM1_0001 with miR-31-5p, miR-105-3p, miR-197-3p, miR-214-5p, miR-215-3p (Supplemental Figure 7, A–C), and miR-105-3P (Supplemental Figure 7C); sus-KIF1B_0001 with miR-140-5p, miR-18a-3p, and miR-15a-3p (Supplemental Figure 7, A–C); sus-RNF13_0002 with miR-7-5p (Supplemental Figure 7, A–C); sus-CDH13_0001 with miR-132-5p (Supplemental Figure 7, A–C); and sus-AGL_0001 with miR-128-3p (Supplemental Figure 7C). To validate these predictions and determine if circRNAs regulate the expression of these miRNAs, we treated hiPSC-CMs with siRNAs targeting the circRNAs. We then examined the impact of circRNA knockdown on the expression levels of the predicted miRNAs. Our data showed that, compared with hiPSC-CMs treated with a control siRNA, those treated with hsa-ABLIM1_0001 siRNA showed a significant increase of miR-31-5p, miR-197-3p, and miR-215-3p, while the expression levels of miR-214-5p and miR-105-3p remained unchanged (Figure 8A). Additionally, hiPSC-CMs treated with hsa-KIF1B_0001 siRNA exhibited a significant decrease of miR-140-5p and miR-15a-3p compared with the control (Figure 8B). On the other hand, hiPSC-CMs treated with hsa-AC096949_0001 (the human counterpart of pig circRNA sus-AGL_0001) siRNA displayed a significant increase of miR-128-3p compared with the control (Figure 8C). Unfortunately, we were not able to detect miR-7-5p after the transfection of siRNAs targeting the circRNA RNF13_0002. In addition, the siRNAs for circRNA hsa-CDH13_0001 did not work for unknown reasons (data not shown).

To determine if modulating the expression of these miRNAs alters cardiomyocyte cell cycle, hiPSC-CMs were treated with miRNA siRNAs or mimics, respectively. Bioluminescence assays were used to estimate the number of hiPSC-CMs. Our data indicated that inhibiting miR-31-5p, miR-197-3p, or miR-215-3p using different concentrations of miRNA siRNAs (0, 1, 5, 10, 20, and 100 nM) resulted in reduced cell cycle of hiPSC-CMs in a dose-dependent manner (Supplemental Figure 8, A–C). Additionally, a low dose (1 nM) of miR-197-3p mimics promoted cell cycle, whereas high doses of miR-197-3p and miR215-3p mimics (100 nM) reduced cell cycle. Furthermore, inhibiting miR-140-5p with a high dose of miRNA siRNAs or miR-15a-3p with various concentrations of miRNA siRNAs resulted in a reduced cell cycle of hiPSC-CMs. Similarly, a high dose of miR-140-5p siRNAs and various concentrations of miR-140-5p mimics also led to a reduction of the cell cycle (Supplemental Figure 8D). Moreover, when low doses (1 and 5 nM) of miRNA siRNAs were used to inhibit miR-128-3p, it promoted the cell cycle of hiPSC-CMs (Supplemental Figure 8F). However, high doses of miRNA siRNAs and activation with different concentrations of mimics both led to a decreased cell cycle of hiPSC-CMs.

Expression of miR-128 increases in postnatal mouse hearts. Overexpression of miR-128 inhibits and knockout of miR-128 promotes the cell cycle of neonatal mouse cardiomyocytes (47). The function of miR-128 in pig or human cardiomyocytes remains unknown. Therefore, we determined the impact of inhibition or activation of miR-128-3p on the expression of “upstream” circRNA and “downstream” mRNAs using qRT-PCR and on the cell cycle of hiPSC-CMs via bioluminescence assay and immunostaining using antibodies against BrdU and PH3. qRT-PCR verified the increased expression of miR-128-3p in hiPSC-CMs treated with 5 nM of hsa-miR-128-3p mimics, which resulted in reduced expression of hsa-AC096949_0001 (Supplemental Figure 9, A and B). Additionally, hsa-miR-128-3p mimics decreased the cell cycle of hiPSC-CMs, as indicated by the reduced bioluminescent signal compared with control, along with a decrease in the prevalence of BrdU- and PH3-positive cells (Supplemental Figure 9, C–E). These data are consistent with our previous finding that siRNA-mediated inhibition of hsa-AC096949_0001 resulted in a decreased cell cycle of hiPSC-CMs (Figure 5, I and J; Figure 6, A and B; and Figure 7, A and B). Furthermore, hsa-miR-128-3p mimics reduced the expression of membrane metalloendopeptidase (MME) (Supplemental Figure 9F). On the other hand, inhibiting the expression of miR-128-3p in hiPSC-CMs treated with 5 nM of hsa-miR-128-3p siRNAs resulted in increased expression of hsa-AC096949_0001 (Supplemental Figure 10, A and B). Additionally, hsa-miR-128-3p siRNAs increased the cell cycle of hiPSC-CMs as shown by the increased bioluminescent signal compared with control, as well as an enhanced prevalence of BrdU- and PH3-positive cells, which suggested an increased cell cycle (Supplemental Figure 10, C–E). Furthermore, hsa-miR-128-3p mimics increased the expression of MME (Supplemental Figure 10F). In the future, more research is needed to study the cell cycle function of MME and to validate other miRNAs and mRNAs in the circRNA-miRNA-mRNA network to identify new pathways for regulating cardiomyocyte proliferation and regeneration. Overall, these results suggest the potential effects of RNA interactions on the regulation of cardiomyocyte cell cycle.

## Discussion

In recent years, there has been an increasing amount of evidence indicating the important role of circRNAs in various physiological and pathological processes related to human health and disease (48–50). However, the expression and function of circRNAs in the hearts of large mammals are largely unknown. In the current study, we examined the expression patterns of circRNAs in pig hearts at different postnatal stages (P1, P3, P7, and P28) (Figure 1). circRNAs that were found to be differentially expressed in this study were mainly linked to host genes that are involved in a variety of processes, including cell division, apoptosis, angiogenesis, immune responses, muscle development, transition between epithelial and mesenchymal cells, and metabolism (Figure 1, E–H). Some of these pathways are closely linked to cardiomyocyte cell cycle and proliferation, which are pivotal for myocardial regeneration.

Cardiomyocyte cell cycle and heart regeneration are intricate processes that involve the coordinated expression of numerous genes and regulatory molecules. Recently, circRNAs have emerged as important contributors in these processes, functioning as essential regulators of gene expression through various mechanisms. Huang et al. investigated the roles of circNfix in adult mice after myocardial infarction (10). Their data suggested that inhibition of circNfix promoted cardiomyocyte proliferation and improved heart function. Si et al. discovered that circHipk3 overexpression promotes cardiomyocyte proliferation by increasing Notch1 intracellular domain (N1ICD) acetylation, thereby increasing the N1ICD stability and preventing its degradation. Furthermore, adeno-associated virus 9–mediated (AAV9-mediated) overexpression of circHipk3 induces cardiac regeneration and improves heart function in adult mice after myocardial infarction (11). Zhang et al. reported that circCDYL overexpression promotes proliferation of cardiomyocytes in vitro, and AAV9-mediated overexpression of circCDYL improves heart function in adult mice after myocardial infarction (12). Ma et al. reported that inhibiting the expression of circMdc1 increases cardiomyocyte cell cycle activity. In addition, the cardiac AAV-mediated knockdown of circMdc1 promotes cardiac regeneration in both neonatal and adult mice after myocardial infarction (13). These studies collectively highlight the important role of circRNAs in regulating the cell cycle of cardiomyocytes and the process of heart regeneration. By affecting gene expression through interactions with miRNAs and other regulatory molecules, circRNAs present as potential targets for therapeutic interventions aimed at improving cardiac repair and regeneration.

Our study identified 10 new circRNAs associated with the cell cycle in pig hearts, whose expression patterns changed dynamically during cardiomyocyte maturation (Figure 4). To investigate these 10 circRNAs’ roles in cardiomyocyte cell cycle regulation, we matched them with their human counterparts (Supplemental Table 5) and conducted phenotypic validation on hiPSC-CMs in culture. Six circRNAs potentially involved in cell cycle regulation were identified. Knocking down some of these circRNAs changed cell cycle activity in hiPSC-CMs (Figures 5–7). These results highlight the complex regulatory roles of circRNAs in heart development and their potential implications in myocardial regeneration. In terms of potential therapeutic strategies for cardiovascular diseases, inhibition of hsa-ABLIM1_0001, hsa-RNF13_0004, and hsa-KIF1B_0001, or overexpression of hsa-MYOM1_0001, hsa-AC096949_0001, and hsa-PDLIM5_0001, may be promising in promoting cardiomyocyte cell cycle and heart regeneration. These findings demonstrate significant changes in circRNA expression in neonatal pig hearts with remarkable regenerative abilities, highlighting the vital role of circRNAs during early postnatal heart development of pig hearts. Further investigations are needed to uncover the specific functions and mechanisms of these circRNAs in regulating cardiomyocyte cell cycle in vivo.

Mechanisms underlying the function of circRNAs in cardiomyocyte cell cycle remain unclear. It has been reported that endogenous RNAs may function by sequestering miRNAs and modulating target mRNA expression (4). In order to obtain a deeper understanding of the regulatory function of circRNAs in cell proliferation, we conducted miRNA sequencing (Figure 2) and mRNA sequencing (Figure 3) for neonatal pig hearts and constructed a comprehensive circRNA-miRNA-mRNA network using Cytoscape (46). This approach allows us to uncover the potential regulatory pathways that target the cell cycle pathways of cardiomyocytes. We predicted 11 corresponding miRNAs and 45 target mRNAs that are associated with the cell cycle function of the 5 circRNAs (Supplemental Figure 7, A–C). Specifically, interactions between circRNAs, miRNAs, and mRNAs were predicted and used to construct a circRNA-miRNA-mRNA regulatory network. Five conserved pig circRNAs (CDH13_0001, sus-ABLIM1_0001, sus-RNF13_0002, sus-KIF1B_0001, and sus-AGL_0001) and their corresponding miRNAs were analyzed using circAtlas (v2) and miRNAtap package. Cytoscape software was utilized to construct the corresponding circRNA-miRNA-mRNA regulatory network, providing insight into potential cell proliferation mechanisms. These findings suggest that these circRNAs may regulate the cell cycle through specific miRNA interactions. However, it is crucial to validate these predictions through phenotype experiments.

circRNA sequencing has been performed in heart samples from mice, rats, pigs, and humans, as well as the cardiomyocytes derived from hiPSCs or human embryonic stem cells (51–58). Liang et al. conducted total RNA sequencing in different organs (including the heart, liver, spleen, lung, kidney, ovarium, testis, skeletal muscle, and fat) of 3 adult pigs (240 days after birth) and identified 205 unique circRNAs in the heart (57). Mester-Tonczar et al. performed RNA sequencing of rRNA-depleted RNA samples from infarcted and healthy myocardium tissue samples of 6 female adult pigs (6 months old) and discovered that the expression of Circ-RCAN2 and circ-C12orf29 was significantly downregulated in infarcted tissue compared with healthy pig heart (59). However, the majority of the RNA sequencing was done on heart samples from animals or human hearts with heart failure. Thus far, there has been no RNA sequencing performed in postnatal hearts at different ages. There are several advantages in our study. First, to increase the coverage and the quality of our circRNA-sequencing data, we sent samples to 2 companies (i.e., Novogene and CD Genomics). Prior to downstream analysis, batch correction of these 2 data sets was done as described in DESeq2 Bioconductor package. Second, we conducted qRT-PCR experiments to validate RNA-sequencing data, and the results concurred with the circRNA-sequencing data (Figure 4). Existing approaches for circRNA identification primarily rely on detecting reads spanning backsplice junctions, without differentiating between linear and circular reads that align to the internal regions of circRNAs (60). In contrast, our method involves transcribed cDNA molecules containing multiple copies of the corresponding full-length circRNA sequence, and each long read provides direct evidence of a circRNA’s presence and sequence (61). Additionally, we employed qRT-PCR to validate the reliability of circRNA quantification, randomly selecting circRNAs to enhance the applicability of this approach to circRNA studies (62). To improve the accuracy of circRNA identification, we excluded candidates lacking canonical AG/GT splice sites and candidates mapped to the mitochondrial genome (63).

There are limitations in our study. First, although we have included 6 samples in each group, it would be beneficial to further increase the sample size. Second, because of the lack of a pig cardiomyocyte cell line and limited availability of pig databases for analyzing mRNA and miRNAs, we chose to use conserved human circRNAs to construct the circRNA-miRNA-mRNA network. Third, the RNA sequencing was performed using samples from the entire heart, which contain both myocytes and nonmyocytes.

In summary, data from the current study improved our understanding of the essential roles played by circRNAs in the development of pig hearts and uncovered new insights into potential mechanisms that drive cell proliferation through the exploration of circRNAs. To our knowledge, this is the first report about circRNA profiles in the postnatal hearts of large mammals. Although we acknowledge limitations such as sample variation and the need for further validation, our findings will greatly enhance our understanding of circRNA function and its potential implications in heart development and maturation in large mammals. It was reported that modulating the expression of circRNAs confers cardioprotection in preclinical animal models of heart failure (19, 64, 65). In this study, we identified and validated 6 circRNAs that regulate cardiomyocyte cell cycle and proliferation. We also matched these pig circRNAs to human circRNAs and constructed the circRNA-miRNA-mRNA network. As a next step, we will validate the potential roles of these circRNAs in regulating myocardial regeneration in pig hearts and explore potential small molecules that may regulate the expression of the circRNAs. Therefore, the successful identification of the circRNAs that control heart regeneration in pigs will provide new therapeutic targets for the treatment of heart failure in humans.

## Methods

### Sex as a biological variable.

A total of 6 animal hearts including both males and females were used from each age group, and similar findings are reported for both sexes.

### Experimental animals.

The hearts of domestic Yorkshire pigs (Premier Biosource) at P1, P3, P7, and P28 were isolated. These hearts were rinsed in cold saline immediately, then frozen in liquid nitrogen. RNA sequencing of mRNAs and noncoding RNAs including circRNAs and miRNAs was performed using these samples. qRT-PCR was then used for data validation. Information on key reagents is listed in Supplemental Table 6, and primary and secondary antibodies are in Supplemental Table 7.

### Total RNA extraction and qRT-PCR.

The RNeasy Mini Kit (QIAGEN) was used to extract total RNA from pig heart tissue and hiPSC-CMs. The concentration of RNA in the samples was determined by measuring the absorbance at 260 nm using UV spectrophotometry, specifically with the NanoDrop 2000 instrument (Thermo Fisher Scientific). The High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) was used to generate cDNA. qRT-PCR was performed using the SYBR Green PCR Master Mix (Roche). The primer sequences used in this experiment are listed in Supplemental Table 8. Each qRT-PCR was conducted in triplicate using a LightCycler 480 System instrument (Roche). To ensure accurate normalization, gene expression values were normalized to the average expression of the housekeeping gene GAPDH.

### circRNA sequencing.

The quality of the RNA samples was evaluated using High Sensitivity RNA TapeStation system (Agilent Technologies). Quantification of RNA was performed using Qubit 2.0 RNA High Sensitivity (HS) assay (Thermo Fisher Scientific). Depletion of rRNA was performed using RiboZero Gold kit based on the instructions. Next, RNaseR buffer and RNaseR were added to the rRNA-depleted samples to remove linear RNA. Construction of the library was performed according to the instructions provided by the manufacturer for the New England Biolabs NEBNext Ultra II RNA (Directional) kit. The quantity of the final library was measured using KAPA SYBR FAST qPCR, and the quality of the library was assessed using the TapeStation D1000 ScreenTape (Agilent Technologies). Illumina 8 nt dual indices were used for library indexing. Equimolar pooling of the libraries was performed based on quality control values. The libraries were subsequently sequenced on an Illumina sequencer (Illumina) with a read length configuration of 150 paired-end reads. The goal was to obtain 20 million paired-end reads per sample (20 million in each direction).

### Small RNA sequencing.

RNA sample quality was assessed using the High Sensitivity RNA TapeStation and quantified with the Qubit 2.0 RNA HS assay. Construction of the library was performed according to the instructions provided by the manufacturer for the NEBNext Small RNA Library Prep kit. In brief, the 3′ SR adapter was ligated to the RNA. Subsequently, reverse transcriptase with SR RT Primer were used to generate first-strand cDNA, followed by the ligation of the 5′ SR Adaptor and synthesis of the second-strand cDNA. The resulting products were purified and enriched through PCR to create the final cDNA library. Fragments within the range of 140–160 bp (including miRNAs with lengths of 18–40 bp and adapters/barcodes with length of 120 bp) were selected. The quantity of the final library was measured using KAPA SYBR FAST qPCR, and the library quality was assessed using the TapeStation D1000 ScreenTape. Equimolar pooling of libraries was performed based on quality control values, and sequencing was carried out on an Illumina sequencer with a read length configuration of 150 paired ends, generating 10 million paired-end reads per sample (20 million in each direction).

### Total RNA sequencing.

The quality of the RNA samples was evaluated using the High Sensitivity RNA TapeStation system. Quantification of RNA was measured utilizing the Qubit 2.0 RNA HS assay. rRNA was removed using the RiboZero Gold kit based on the manufacturer’s instructions. Library construction was performed following the manufacturer’s instructions for the TruSeq Stranded Total RNA kit. This process requires breaking down the RNA into smaller pieces by using divalent cations at higher temperatures (typically around 70°C–95°C). Cleaved RNA fragments were then reverse-transcribed into first-strand cDNA using reverse transcriptase and random primers, followed by the synthesis of second-strand cDNA. Resulting cDNA fragments were modified with a single A base and ligated with an adapter. The resulting products underwent purification and PCR enrichment to generate the final cDNA library. The size of library inserts typically ranges 120–200 bp, with a median size of 150 bp. The final library quantity was determined using KAPA SYBR FAST qPCR, and the library quality was evaluated using the TapeStation D1000 ScreenTape. Equimolar pooling of libraries was performed based on quality control values. Pooled libraries were sequenced on an Illumina sequencer with a read length configuration of 150 paired-end reads. The goal was to obtain 100 million paired-end reads per sample (20 million in each direction). Since RNA was fragmented at the beginning without size selection, it was anticipated that the subsequent library would contain both coding and noncoding RNA fragments, including long noncoding RNAs (lncRNAs). Utilization of rRNA-depleted RNAs as input enhanced the chances of maintaining noncoding RNAs in the final library. As a result, the sequencing data exhibited the presence of noncoding RNAs, enabling the analysis of both coding and noncoding transcripts, including lncRNAs.

### Identification and quantification of circRNAs.

Cross-sample quality control check using metrics like percentage of uniquely mapped reads and GC content, along with their visualization, was done using MultiQC (v1.11) (66). Index generation and paired-end alignment of each sample were performed using STAR (v2.7.9a), with the *chimSegmentationMin* parameter set to 10 (67). Ensembl’s reference genome Sscrofa10.2 was used for alignment. This process resulted in the generation of chimeric junctions for each sample. CIRCexploler2 (v2.3.5) was utilized to generate back-splice junctions through its *parse* command (68). The resulting.bed files from CIRCexploler2’s *parse* step were then used to annotate circRNAs, resulting in an output of known annotated circRNAs. To enable generation of a cross-sample comparable circRNA count matrix for downstream analysis, normalization of the number of back-spliced reads per million mapped reads of circRNA was performed. This led to the generation of 2 sets of circRNA count data (one from CD Genomics data and one from Novogene data). The majority (~97%) of our quantified circRNAs overlapped with circRNAs that have been reported before and were labeled as per the pig annotation in circAtlas (v2). The rest of the unlabeled circRNAs were given novel names. Specifically, novel circRNAs were named with first prefix annotating the species, followed by the host gene name, and last the unique ID annotated by our lab followed by a unique index. For example, sus-AGL_VLJW2 was a novel circRNA identified in our study, with first prefix indicating that it is from the pig species, located in *AGL* host gene, and the last prefix VLJW2 interpreting it as the second novel circRNA found in this specific host gene (*AGL*). In addition, we obtained quantified mRNA data with approximately 6,640 protein coding genes, and quantified miRNA expression data with approximately 338 miRNAs described in experimental design section above, for our integrated downstream analysis steps below.

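The deposited gene table lists 6587 protein-coding genes of chromosomes 1, 2, 6 and 13, of which 5913 had at least 1 count in the 12 cd libraries. The table itself names 4665 of them, 231 more could be named from a list that pairs gene IDs with symbols, and 1691 have no symbol. Of the 411 mature miRNAs, 323 had a count.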

### Differential expression analysis and pathway enrichment analysis.

circRNA expression data with a total of 24 pig samples from CD Genomics and Novogene were combined using bedtool’s *intersection* command (69). First, batch correction of the pig samples from Novogene and CD Genomics was carried out using DESeq2 package in R (70). The batch-corrected samples were then visualized using DESeq2’s multidimensional scaling (MDS) plot and Linnorm’s hierarchical clustering of samples plot (71). 

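The library P28_s1_nv1 had 1604 back-spliced reads on 651 circRNAs. The other 11 nv1 libraries had 15730 to 65478 reads on 5045 to 12603 circRNAs. The nv2 library of the same pig, P28_s1_nv2, had 11060 reads on 4126 circRNAs, within the range of the nv2 reads.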

Based on the MDS plot, 1 sample from Novogene on day 28 failed to correct for the batch effect and was excluded. Lowly expressed circRNAs were filtered, retaining only circRNAs with at least 10% of the samples with counts of at least 3. This resulted in approximately 7,000 filtered and batch-corrected circRNAs. 

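Applied to the deposited counts, a minimum of 3 counts in 10% of the samples, which is 4 of the 35 libraries or 3 of the 23 pigs, kept 4856 circRNAs over the 35 libraries and 6604 over the pigs. With the excluded library added, 4862 circRNAs were kept over 36 libraries. These numbers come from the counts before batch correction.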

To investigate differences in circRNA expression across neonatal pigs’ developmental stages, we conducted differential expression analysis of circRNA host genes under different experimental designs: day 1 versus day 3 (P1 versus P3), day 1 versus day 7 (P1 versus P7), day 1 versus day 28 (P1 versus P28), and day 1 versus days 3, 7, and 28 (P1 versus P3, P7, and P28). This differential analysis was performed using R packages DESeq2 and Linnorm. Volcano plots were generated using ggplot2 package in R for each defined experimental design above (72). circRNAs with a log 2-fold change were considered upregulated if log_2_FC > 0.5, or downregulated if log_2_FC < –0.5. If a circRNA was upregulated or downregulated and had a *P* ≤ 0.05, it was considered significant. Since both mRNA and miRNA data were sequenced in 1 batch and from 1 company (CD Genomics), batch correction was skipped. Last, differential expression analysis was repeated for our miRNA data and mRNA data, using the same experimental designs as described for circRNA above. Results from differential expression analysis of our circRNA and mRNA data were used for pathway enrichment analysis. Specifically, to investigate enriched pathways during different stages of heart development and to identify the corresponding transcripts associated with these enrichments, pathway enrichment analysis of circRNA host genes and of mRNAs was conducted using the R packages ReactomePA and ClusterProfiler (73, 74).

### Prediction of circRNA to the targeted miRNAs and miRNAs.

The majority (~97%) of our quantified circRNAs were annotated as per circAtlas (v2). This database not only provides the circRNA of interest but also includes all other reported conserved circRNAs from 6 species, including pig, mouse, and human. Additionally, the database provides information about the tissue in which the circRNA of interest is expressed. Because resources for predicting/annotation of pig circRNA to their miRNA target(s) are currently unavailable, for our selected circRNAs of interest, we utilized corresponding conserved human circRNA as annotated in circAtlas (v2). As such, for the pig circRNAs conserved in human, circAtlas (v2) was used to link them to their corresponding miRNAs detected in miRanda (75) and TargetScan (76).

Using the predicted miRNA targets above, corresponding target gene(s) were predicted using the miRNAtap (v1.6.0) package in R (45). Specifically, the function *getPredictedTargets(min_src=2)* in miRNAtap was used to predict target genes using 5 aggregation databases: miRanda (75), TargetScan (76), DIANA (77), PicTar (78), and miRDB (79), with the parameter *min_src=2* ensuring high-confidence prediction of targets reported in at least 2 of these databases. The top 54 high scoring mRNA targets were selected. Finally, of these predicted miRNAs to mRNA target genes, a filtering was done to retain those expressed in our mRNA data.

### Culture and differentiation of hiPSCs.

The hiPSC line was purchased from WiCells (catalog FTDL-01, WI), then genetically modified to express a luciferin reporter gene under a cardiac troponin T promoter as we described previously (80). These hiPSCs were cultured on Matrigel Membrane Matrix (Thermo Fisher Scientific, catalog CB356253) using mTeSR Plus basal medium supplemented with appropriate supplements until 80%–100% confluent. Subsequently, the hiPSCs were differentiated into CMs using the protocol we described before (80). In brief, the cells were cultured in basal medium for 24 hours, which consisted of RPMI 1640 medium supplemented with 2% B27 supplement minus insulin, along with CHIR99021 (a GSK-3 inhibitor). Then, 2 mL and 1 mL more basal medium were added separately in the next 2 days. After 72 hours of culture, IWR-1 (a Wnt inhibitor) was added, and the cells were cultured for an additional 48 hours. The medium was then changed every 2 days. On day 9, the medium was replaced with RPMI 1640 medium containing 2% B27 supplement. hiPSC-CMs typically began to beat at 9–12 days after the initiation of differentiation. The hiPSC-CMs were purified using metabolic selection as we described before (80). In brief, the medium was replaced with glucose-free RPMI 1640 medium supplemented with 2% B27, and the medium was changed every 3 days until 4 weeks after the initiation of cardiac differentiation. This method produced hiPSC-CMs with a purity exceeding 90% as we reported before (80).

### siRNA-based knocking down of circRNAs.

Four weeks after differentiation, hiPSC-CMs were plated either in 96-well plates (for bioluminescence analysis, 50,000 cells per well) or 2-well chamber slides (for histology studies, 500,000 cells per well), respectively. The cells were incubated in medium (RPMI 1640 medium containing 2% B27 supplement) at 37°C for 48 hours. The transfection mixture was prepared by supplementing the fresh culture medium with the transfection reagents (Lipofectamine RNAiMAX) and either negative control siRNA or siRNAs targeting specific circRNAs. The concentrations of siRNAs used were 10, 40, or 80 nM (as shown in Supplemental Table 9). On the day of siRNA transfection, the cells were washed once with PBS, then incubated with transfection mixture. Both the transfection reagent and siRNA at different concentrations were diluted 1:1 in serum-free Opti-MEM and incubated for 5 minutes at room temperature before being used to treat the cells. Functional experiments (bioluminescence analysis and histology studies) were conducted 3 days after siRNA treatments. Efficiency of siRNA-based circRNA knockdown was evaluated using qRT-PCR using primers listed in Supplemental Table 8. The siRNA experiments in Figures 6 and 7 shared the same controls.

### Evaluation of cardiomyocyte cell cycle via bioluminescence assay and immunohistology.

After the miRNA siRNA or mimic transfection, bioluminescence assays were performed by adding the d-Luciferin reagents and measuring bioluminescence signal intensity using the IVIS-100 In Vivo Imaging System (PerkinElmer) as we described before (41, 42, 80). The radiance signals obtained from the bioluminescence assay were recorded for each group of cells. Next, a standard curve was generated by plotting a linear regression curve of cell numbers versus the respective radiance obtained from the bioluminescence assay for cell densities. The standard curve allowed us to determine the cell number from the bioluminescence signal obtained from each well of the 96-well plate.

For immunohistology, the cells were fixed in 4% paraformaldehyde for 15 minutes, followed by permeabilization with 0.25% Triton X-100 for another 15 minutes at room temperature. The samples were incubated with blocking solution (10% donkey serum in Dulbecco’s PBS, pH 7.4) for 1 hour at room temperature. Subsequently, the samples were incubated with primary antibodies (as shown in Supplemental Table 7), including anti-BrdU and anti-PH3 antibodies, at 1:100 dilution in blocking buffer overnight at 4°C. For the secondary antibody incubation, a 1:100 dilution in blocking buffer was used, and the samples were incubated for 1 hour at room temperature. Nuclei were counterstained with DAPI. Images from 30 randomly selected high-power fields were taken to evaluate cell proliferation. Cells in the S phase of the cell cycle were identified by analyzing BrdU incorporation and quantified as a percentage of positively stained cardiomyocytes. Likewise, cells in the M phase of the cell cycle were identified by analyzing the expression of PH3 and quantified as the percentage of positively stained cardiomyocytes.

### miRNA overexpression and siRNA-based knocking down.

The hiPSC-CMs were seeded either in 6-well plates (for qPCR analysis, with 2,000,000 cells per well) or in 2-well chamber slides (for histology studies, 500,000 cells per well). The cells were then incubated in medium (RPMI 1640 medium containing 2% B27 supplement) at 37°C for 48 hours. The transfection mixture was prepared by adding transfection reagents (Lipofectamine RNAiMAX) to the fresh culture medium along with either miRNA mimics or siRNAs targeting specific miRNAs (see sequences in Supplemental Table 10). Different concentrations of mimics or siRNAs (1, 5, 10, 20, 100 nM) were used. Cells that were not treated with miRNA mimic or were treated with negative control siRNAs were used as the control group, respectively. On the day of siRNA transfection, the cells were washed with PBS and then treated with the transfection mixture. Both the transfection reagent and siRNAs at varying concentrations were diluted 1:1 in serum-free Opti-MEM and incubated for 5 minutes at room temperature before being added to the cells. Functional experiments (qPCR analysis and histological studies) were carried out 3 days after the siRNA treatments. The effectiveness of miRNA overexpression and siRNA-based miRNA knockdown was assessed by qRT-PCR using primers listed in Supplemental Table 11.

### Evaluation of circRNA intracellular localization by immunostaining.

The hiPSC-CMs were plated in 2-well chamber slides (~500,000 cells per well for RNA probe studies). The cells were then incubated in RPMI 1640 medium containing 2% B27 supplement at 37°C for 48 hours. The samples were fixed with 4% formaldehyde solution at room temperature for 30 minutes, followed by 3 washes with 2 mL of 1× PBS. Samples were then treated with a detergent solution QC for 5 minutes at room temperature, followed by 2 washes with 1× PBS. Next, a working protease solution was prepared and added to the slides, followed by a 10-minute incubation. The working probe set solution was prepared using circRNA probes targeting specific circRNAs designed by Thermo Fisher Scientific. Samples were rinsed with 1× PBS, and then the working probe set solution was applied to the samples with 80 μL of working probe set solution for each sample. This solution contains 0.8 μL of probe set and 79.2 μL of probe set diluent buffer. Samples were incubated for 3 hours at 40°C. The slides were washed with a wash buffer 3 times and then treated with preamplifier mix, amplifier mix, and label probe mix solutions in separate steps, each followed by incubation and washing with the wash buffer. Subsequently, samples were treated with a working DAPI solution, incubated, and washed with 1× PBS. Finally, samples were prepared for microscopy by adding Prolong Gold Antifade Reagent and cover glass, before being imaged on an Olympus IX83 microscope at ×40 original magnification with DAPI, GFP, and Alexa Fluor 594 channels.

### TVEM of cell cycle–regulating circRNAs.

To get an overview of how our circRNA expression profile changed across time, we performed TVEM analysis of circRNA expression, focusing on circRNA host genes that were enriched in cell cycle–related pathways. Variables used in the model are defined below. Consider a cell cycle–related pathway *C_1_^i^*. If *G_all_* is the list of all our host genes in our data, then we identify a set of host genes *g_1_, g_2_ …g_n_* ϵ *G_c_^i^* enriched in cell cycle pathway *i* where *G_c_^i^* ⊂ *G_all_*. To identify if a specific cell cycle pathway is time dependent, we use our selected gene sets *G_c_^i^* as our positive label. We then randomly select *n* negative gene sets *G_noncellCycle_*, such that *G_noncellCycle_* ⊂ (*G_all_* – *G_c_^i^*). As such for every *C_1_^i^* with *n* genes, we have *n* × 2 response variable *Y* indicating whether a host gene is in *C_1_^i^* or not. Additionally, for each of these selected 2*n* host genes, we define our explanatory variable *x* as corresponding circRNA expression data. A time variable is also defined based on the postnatal day from which the data came (i.e., time = 1 if sample was from P1, 3 if sample was from P3, and so forth). For each evaluated pathway, we leveraged *tvem* package v(1.4.1) (81) in R along with the above-defined 2*n* *×* 3 matrix to run the TVEM model as per the equation *y_t_* ~ β_0_(*t*) + β_1_(*t*)*x*(*t*).

We then evaluated the coefficients for different cell cycle–related pathways (Supplemental Figure 3).

### Statistics.

Quantile normalization and subsequent data processing were conducted in R software. The statistical analysis was performed using GraphPad Prism 9 software. All data are presented as the mean ± SEM. Statistical comparisons between 2 groups were carried out using 2-tailed Student’s *t* test, with statistical significance defined as *P* < 0.05. For comparisons among multiple groups, 1-way ANOVA with Tukey’s honestly significant difference test was used, and statistical significance was set at *P* < 0.05.

### Study approval.

All animal protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of the Mayo Clinic. All animal surgical procedures and euthanasia were performed based on approved IACUC protocol and in accordance with the NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

### Data availability.

All data associated with this study are present in the paper or the supplemental information, and raw data are included in the Supporting Data Values file. Reagents and materials associated with this study are available from the corresponding authors. RNA-sequencing data have been deposited to a public data set repository (NCBI GEO; access ID: GSE269522).

## Author contributions

LT initiated the project, conducted experiments, acquired and analyzed data, and wrote the manuscript. VN analyzed data and wrote the manuscript. Co–first authorship of LT and VN is reflected by their joint intellectual contributions and writing of this manuscript. Order of co–first authorship was determined by relative experimental and data contributions. PL conducted experiments. JW designed research studies and wrote the manuscript. WZ designed research studies, wrote the manuscript, and handled finance.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
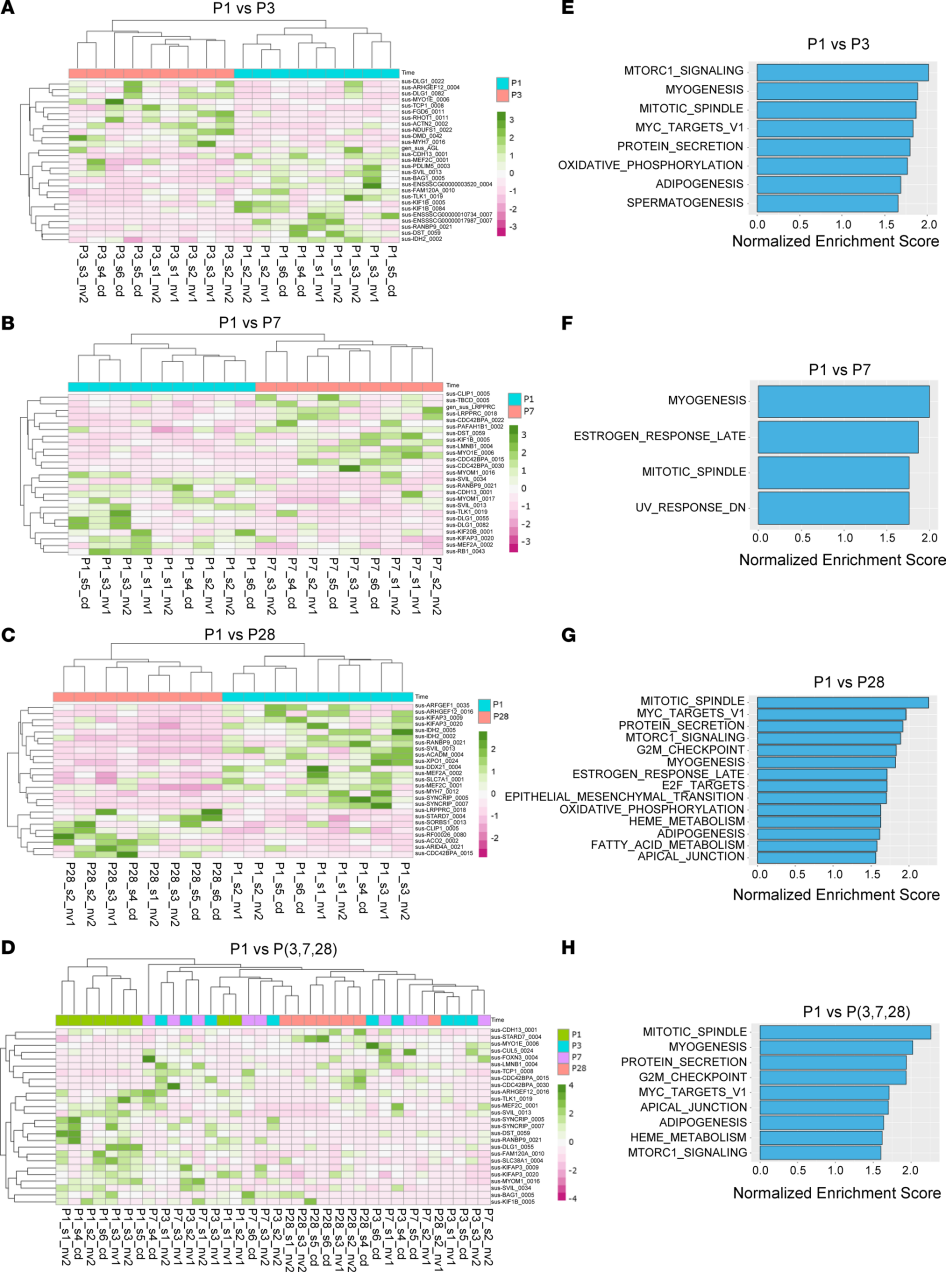
Differentially expressed circRNAs in neonatal pig hearts and functional enrichment analysis. (**A**–**D**) A heatmap of differentially expressed and cell cycle–related circRNAs depicting expression patterns from various comparisons including P1 versus P3 (**A**), P1 versus P7 (**B**), P1 versus P28 (**C**), and P1 versus P3, P7, and P28 (**D**). circRNAs with high expression values are colored in dark green while those with low expression values are in dark pink. (**E**–**H**) Pathway enrichment analysis plots of top ranked cell cycle–related hallmark pathways from various comparisons including (**E**) P1 versus P3, (**F**) P1 versus P7, (**G**) P1 versus P28, and (**H**) P1 versus P3, P7, and P28. Panels **A**–**H** were generated using circRNA data from 35 batch-corrected RNA samples obtained from 24 pig hearts sequenced by CD Genomics Inc. (“cd”), and Novogene Inc. (“nv1” and “nv2”).

**Figure 2:**
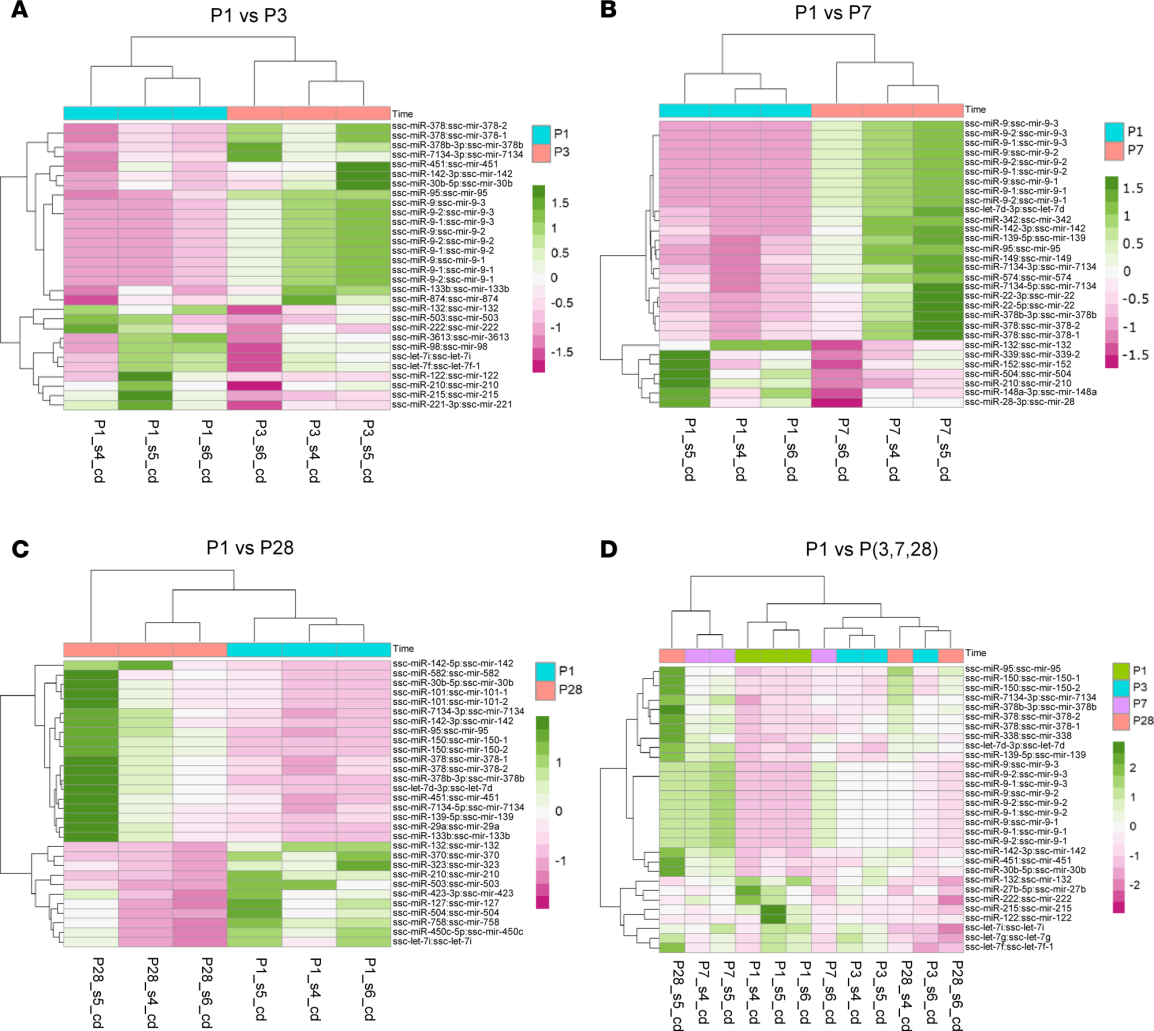
Differentially expressed miRNAs in neonatal pig hearts and functional enrichment analysis. (**A**–**D**) A heatmap of top 30 differentially expressed miRNAs depicting time-specific expression patterns in different experimental designs including (**A**) P1 versus P3, (**B**) P1 versus P7, (**C**) P1 versus P28, and (**D**) P1 versus P3, P7, and P28. circRNAs with high expression values are colored in dark green while those with low expression values are colored in dark pink. The heatmap plots displayed indicate noticeable differences in expression patterns (either higher or lower) at P1 compared with the other days, suggesting a significant alteration in the expression of miRNAs during the postnatal development of pig hearts. All panels were generated using miRNA data from 12 RNA samples obtained from 12 pig hearts at different postnatal days (P1, P3, P7, and P28).

**Figure 3:**
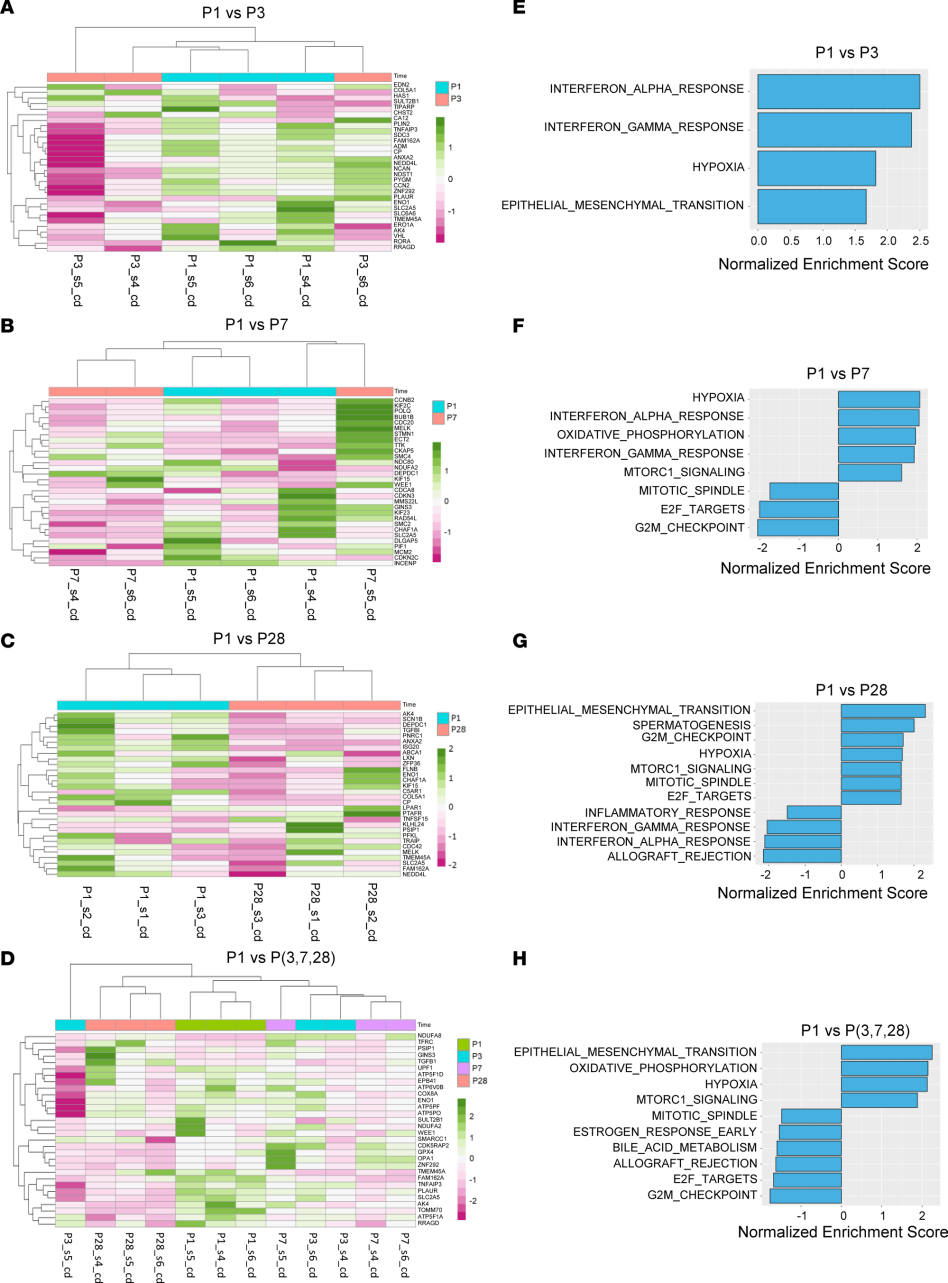
Differentially expressed mRNAs in neonatal pig hearts and functional enrichment analysis. (**A**–**D**) A heatmap of top 30 differentially expressed and cell cycle–related mRNAs depicting expression patterns from various comparisons including (**A**) P1 versus P3, (**B**) P1 versus P7, (**C**) P1 versus P28, and (**D**) P1 versus P3, P7, and P28. mRNAs with high expression values are colored in dark green while those with low expression values are in dark pink. (**E**–**H**) Pathway enrichment analysis plots of significantly enriched hallmark pathways from various comparisons including (**E**) P1 versus P3, (**F**) P1 versus P7, (**G**) P1 versus P28, and (**H**) P1 versus P3, P7, and P28. Pathways significantly enriched (FDR < 0.05) are colored in green. All panels were generated using miRNA data from 12 RNA samples obtained from 12 pig hearts at different postnatal days (P1, P3, P7, and P28).

**Figure 4:**
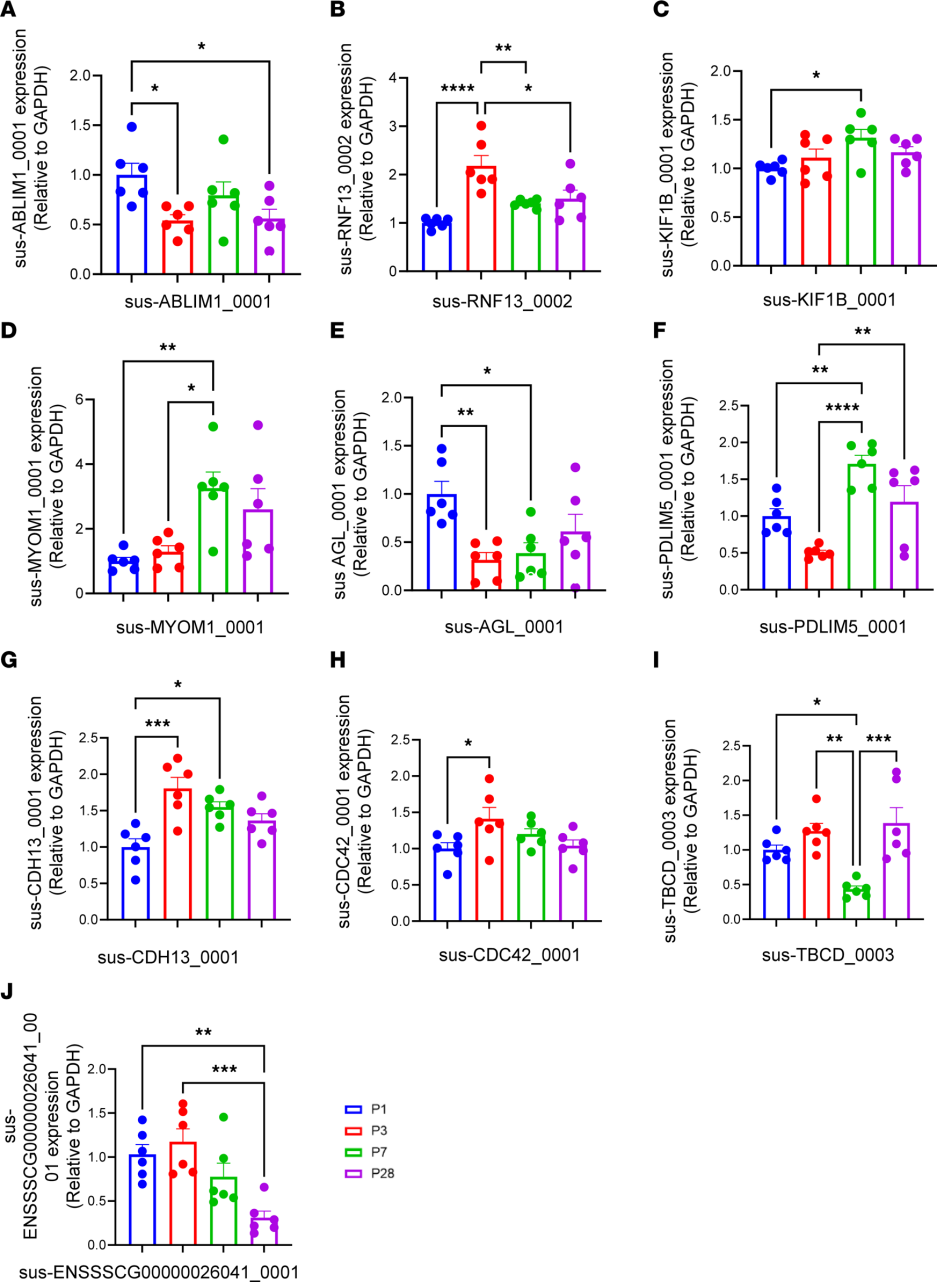
Validation of circRNA expression in neonatal pig hearts. (**A**–**J**) qRT-PCR was performed to validate the expression of 10 selected circRNAs associated with the cell cycle regulation pathway in neonatal pig hearts. All data were presented as mean ± SEM. Statistical comparisons between 2 groups in multiple groups were evaluated by 1-way ANOVA with Tukey’s honestly significant difference test for panels **A**–**J**. *n* = 6 pig hearts for each group. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 when comparing the expression levels between them. The relative expression levels of circRNAs were normalized to GAPDH reference gene.

**Figure 5:**
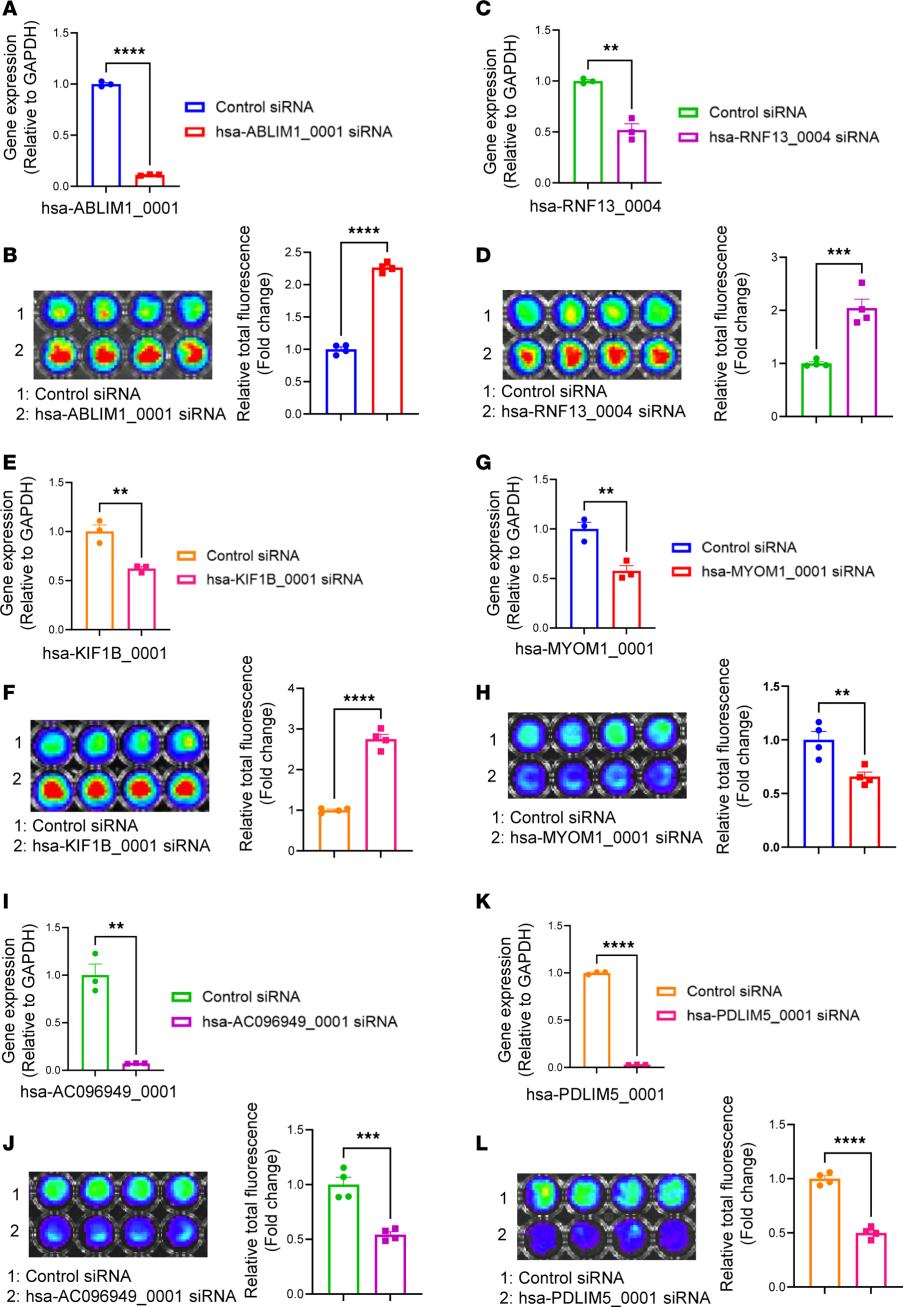
circRNAs that modulate cardiomyocyte cell cycle. hiPSC-CMs at day 28 after initiation of cardiac differentiation were utilized. The efficiency of siRNA-based knockdown of circRNAs in hiPSC-CMs was determined by qRT-PCR. The relative expression levels of circRNAs were normalized to GAPDH reference gene. Cell number was evaluated by bioluminescence analysis. Data were presented as percentage. (**A**, **C**, **E**, **G**, **I**, and **K**) Evaluation of the expression of hsa-ABLIM1_0001, hsa-RNF13_0004, hsa-KIF1B_0001, hsa-MYOM1_0001, hsa-AC096949_0001, and hsa-PDLIM5_0001 in hiPSC-CMs after siRNA treatment. (**B**, **D**, **F**, **H**, **J**, and **L**) Bioluminescence assay and quantification of bioluminescent signal intensity in hiPSC-CMs with siRNA-based knockdown of the specific circRNAs. All data were presented as mean ± SEM. Statistical analysis was performed via 2-tailed Student’s *t* test. *n* = 3 technical replicates in each group for panels **A**, **C**, **E**, **G**, **I**, and **K**. *n* = 4 technical replicates in each group for panels **B**, **D**, **F**, **H**, **J**, and **L**. **P < 0.01, ***P < 0.001, and ****P < 0.0001.

**Figure 6:**
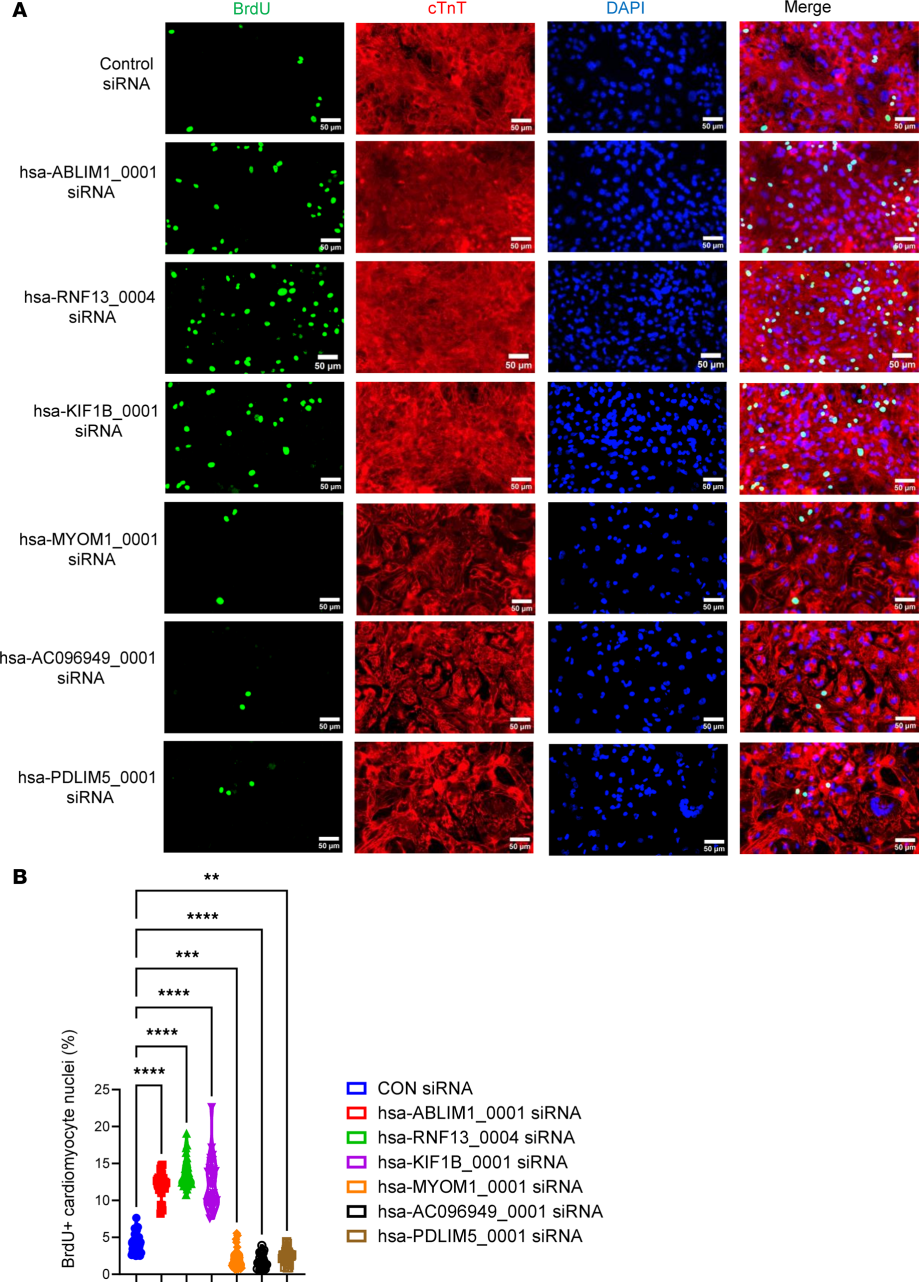
Evaluation of cardiomyocyte cell cycle via BrdU incorporation assay. hiPSC-CMs at day 28 after initiation of cardiac differentiation were used. Cell cycle was assessed by immunostaining using antibodies against BrdU (to label cells in S phase). Cardiomyocytes were labeled using anti-human cardiac troponin T (cTnT) immunostaining; all nuclei were counterstained with DAPI. The prevalence of BrdU positively stained nuclei of hiPSC-CMs was counted and normalized to the total number of cardiomyocyte nuclei. Data were presented as percentage. (**A**) Representative images of anti-BrdU immunostaining in hiPSC-CMs. (**B**) Quantification of the prevalence of BrdU positively stained nuclei of hiPSC-CMs after siRNA-based knockdown. All data were presented as mean ± SEM. Statistical analysis was performed via 1-way ANOVA with Tukey’s honestly significant difference test. *n* = 30 technical replicates in each group. **P < 0.01, ***P < 0.001, and ****P < 0.0001.

**Figure 7:**
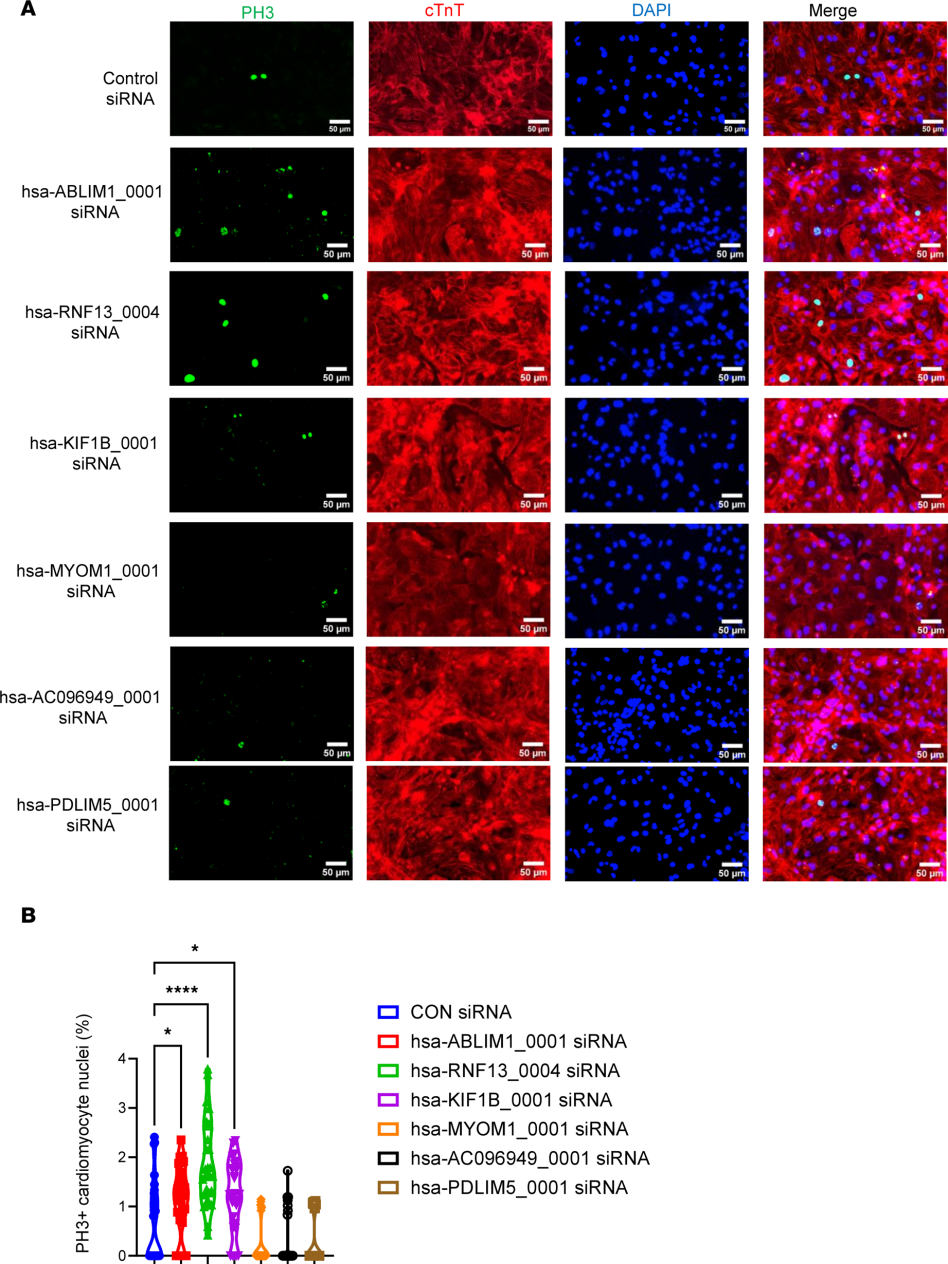
Evaluation of cardiomyocyte cell cycle via immunostaining for phosphorylated histone H3. Cell cycle was assessed by immunostaining using antibodies against phosphorylated histone H3 (PH3) (to label cells in mitosis phase). Cardiomyocytes were labeled using anti-human cTnT immunostaining; all nuclei were counterstained with DAPI. The prevalence of PH3 positively stained nuclei of hiPSC-CMs was counted and normalized to the total number of cardiomyocyte nuclei. Data were presented as percentage. (**A**) Representative images of anti-PH3 immunostaining in hiPSC-CMs. (**B**) Quantification of the prevalence of PH3 positively stained nuclei of hiPSC-CMs after siRNA-based knockdown. All data were presented as mean ± SEM. Statistical analysis was performed via 1-way ANOVA with Tukey’s honestly significant difference test. *n* = 30 technical replicates in each group. *P < 0.05, and ****P < 0.0001.

**Figure 8:**
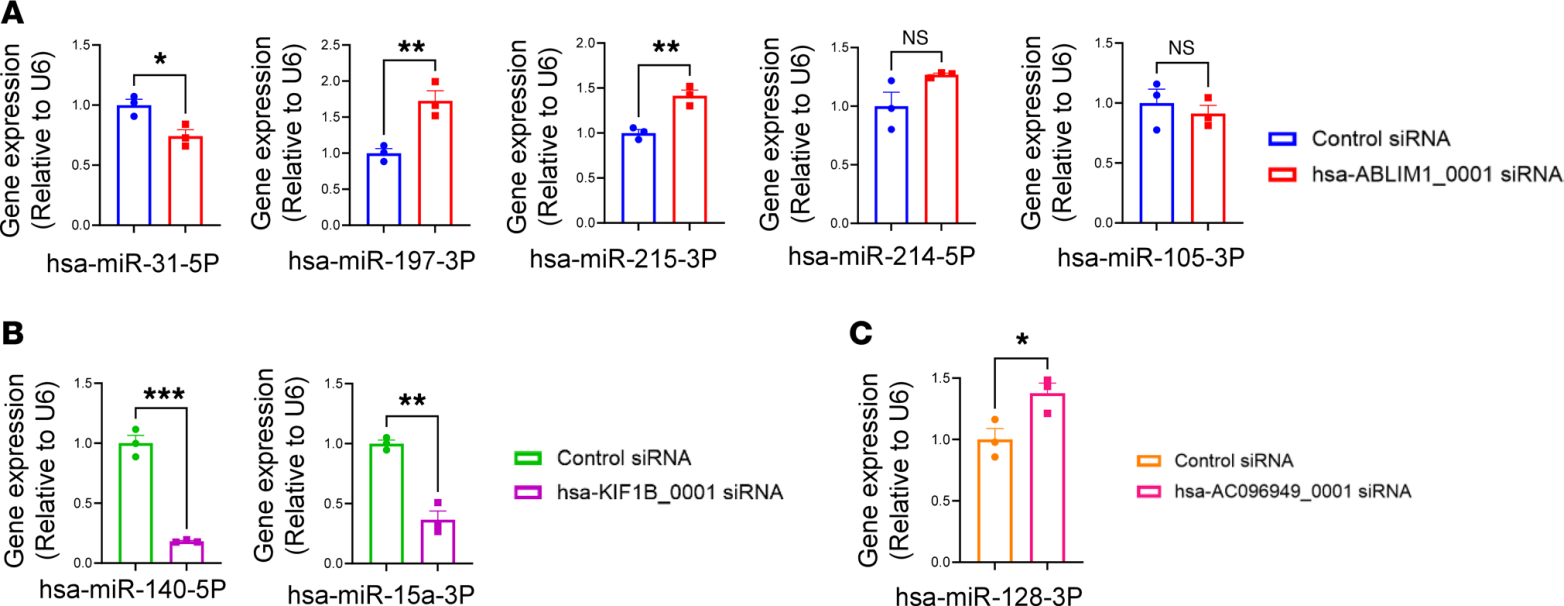
Impact of circRNA knockdown on the expression of miRNAs. hiPSC-CMs at day 28 after the initiation of cardiac differentiation were used. qRT-PCR was used to evaluate the expression level of various miRNAs in hiPSC-CMs. This included the evaluation of hsa-miR-31-5P, hsa-miR-197-3P, hsa-miR-215-3P, hsa-miR-214-5P, and hsa-miR-105-3P in hiPSC-CMs treated with hsa-ABLIM1_0001 siRNA (**A**), hsa-miR-140-5P and hsa-miR-15a-3P in hiPSC-CMs treated with hsa-KIF1B_0001 siRNA (**B**), and hsa-miR-128-3P in hiPSC-CMs treated with hsa-AC096949_0001 siRNA (**C**). The relative expression levels of miRNAs were normalized to U6 reference gene. All data were presented as mean ± SEM. Statistical analysis was performed via Student’s 2-tailed *t* test. *n* = 3 technical replicates in each group. *P < 0.05, **P < 0.01, and ***P < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

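Hearts of 24 pigs at P1, P3, P7 and P28, 6 at each age, were studied in 36 circRNA libraries. Novogene sequenced 12 pigs in batch nv1 (RNase R treated) and again, from new samples, in batch nv2 (total RNA). CD Genomics sequenced the other 12 pigs in batch cd, as total RNA and as small RNA. Each library was placed by the age, batch and replicate number in its label. For batch cd the labels give the age, and the numbers 4 to 6 in the column names were used to tell the 3 pigs of an age apart and to link the circRNA, gene and miRNA values of a pig.

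The authors aligned reads with STAR to Sscrofa10.2, found back-splice junctions with CIRCexplorer2 and deposited back-spliced read counts per junction without normalization or filtering. The text of the paper does not name a removal of duplicate reads, so counts may include repeated reads of a molecule, and floors cover counting error only. The authors deposited read counts per gene, without normalization, and expected counts per pair of mature miRNA and precursor, in which reads that match several precursors are shared. The strand setting and the treatment of overlapping genes are not named in the paper's text. The gene table ends within chromosome 2, and its last line has no counts and was left out. Gene positions on chromosome 1 reach 274280751 and circRNA positions 314137040, so the 2 tables use different builds and their positions were not compared. The start positions of circRNAs are given as in the files.

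Values were computed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plots were drawn in Python 3.11.15 with matplotlib 3.10.9. For circRNAs, nv1 and nv2 counts of a pig were summed, which gave 23 pigs without the P28 pig whose nv1 library the paper excluded. Features were kept with at least 3 counts in at least 10% of the pigs (circRNAs), or at least 10 counts in at least 3 of the 12 cd libraries (miRNAs and genes). Expected counts were rounded. edgeR's quasi-likelihood test was used with TMM normalization, all 4 ages in one fit, and the company as a covariate for circRNAs. P1 was compared with P3, with P7, with P28 and with the mean of these 3 ages. A call needed an unadjusted p of 0.05 or less and an absolute log2 fold change over 0.5. Counts at a Benjamini-Hochberg adjusted p under 0.05 are given beside the calls. Shares of variance were computed on log2 CPM with a prior count of 2 and tested by permutation, with 100000 resamples within companies for circRNAs and all splits for miRNAs and genes. Gene lists for S phase, G2/M, interferon response, extracellular matrix and epithelial-mesenchymal transition, hypoxia and glycolysis, muscle structure and oxidative phosphorylation were tested with limma's camera on voom values. CDC25C entered the G2/M list with 2 gene IDs. A group whose libraries all had 3 counts or fewer was set at that floor and gives a lower bound of the change.

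The tests were tested on simulated data with known changes and on 20 data sets simulated without an age effect. Of 20 simulated shifts of the S phase list, camera called 20, and it called 0.833% of 120 unchanged lists. Genes were drawn independently in these data, so this share does not cover genes that vary together. In the cd libraries themselves, other splits of the ages gave a median of 11 calls in 28 tests. The features named are those the paper names in its text, a summary of those in its Figures 2 and 3, and for each data type the 5 with the smallest p between P1 and P28 at an adjusted p under 0.05 (4 for circRNAs, where 4 passed).

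Back-spliced reads per library ranged from 1604 to 65478 in nv1, from 10819 to 17027 in nv2 and from 8636 to 49042 in cd. At a median count of 1 per circRNA and pig, single circRNAs are measured with low precision. The tests and the alternatives other than those named as chosen later, the gene lists and the rule for named features were set before the data were examined. Alternatives covered the normalization (DESeq2's size factors), the test (DESeq2, or limma voom with the pig as a random block), the filter, the unit of replication, each company alone, no RNase R libraries, the excluded library, the replicate number as a block, only the 2 ages compared, adjustment for multiple testing, 1 entry per mature miRNA, the set test and leaving out each pig in turn.

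The circRNAs of Figures 1 and 4 carry names of the circAtlas database, which is not used here, and the files give no host genes. The paper states that its Supplemental Table 4 lists circAtlas information for the circRNAs measured by qRT-PCR, but that table was not available here. The circRNAs were therefore not matched to positions, and tests of circRNA host genes and comparisons with the qRT-PCR values were not made. The qRT-PCR and cell culture experiments were not analysed here.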

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

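The tests on the total of P3_s4 were chosen only after the result was seen, as was the reading of the test on lncRNAs near a gene, which was chosen when no lncRNA was found to overlap one. Of 24 groups of 4 to 10 samples that were tested for a distant sample, 2 held one, and chance gives about 1 in 20.

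The circRNA 16:78028006-78032631:+ stood out because 1 P28 pig was far from the others. P28_s3 had 247 CPM, against 0 to 32.1 CPM in the other 4 P28 pigs. Reads of 1 library alone do not account for this, since both libraries of the pig held reads, 3 in nv1 and 2 in nv2. Counting noise, a difference between pigs of one age and a difference between companies cannot be told apart here. The 1 count in the other 4 P28 pigs came from P28_s2, the other Novogene pig, and the cd pigs of P28 had 0. A Poisson probability of 6.02e-07 for 5 counts or more takes its rate from 1 count in the other 4 pigs and treats reads as independent, for a value that was picked because it stood apart. Without this pig the other 4 are under the floor of 3 counts, and the circRNA was at least 8.5-fold lower at P28 than at P1. With it the log2 fold change was −4.35.

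The total of circRNA counts of the cd pig P3_s4 was 12718, against 41060 to 48850 in the other 5 P3 pigs. Fewer reads sequenced would lower the gene counts of the pig as well, but these were 10401373, within the range of the cd libraries. The totals of the Novogene pigs are sums of 2 libraries, and the highest total of a single nv2 library at P3 was 12569, close to that of P3_s4. The other cd pigs of P3 had 45598 and 42604 counts, and both belong to the 5 cd libraries in which few circRNAs have 1 count. A low library and high totals in these others therefore cannot be told apart, since 3 cd pigs at P3 are too few. No biological explanation was tested.

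The paper expects lncRNAs in its libraries but reports no lncRNA results. Of 594 tested, 17.0% had an adjusted p under 0.05 between P1 and P28 from edgeR's test, 60 lncRNAs higher and 41 lower at P28, and 188 were called. These were 31.6% of the lncRNAs, against 22.4% of protein-coding genes. In 1000 draws of protein-coding genes matched on expression, the median share called was 30%, so the difference in level between the 2 classes may account for most of the higher share. Reads of overlapping protein-coding genes are argued against, since 0 of the 2038 lncRNAs in the table overlap one. Reads that run past a near gene would draw the share among lncRNAs within 5000 bases toward that of protein-coding genes. That share was 24.1% of 191, against 35.2% of the 403 farther away (Fisher's exact test, p = 0.00625). Since 22.4% of protein-coding genes were called, this test cannot rule out such reads near a gene. The share of 35.2% shows that the calls do not depend on lncRNAs within 5000 bases. A change of lncRNAs with age stays open.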

How the results depend on the processing

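The omission of 5 cd libraries in which few circRNAs have 1 count, the omission of the 2 cd libraries whose most frequent count is above 1, the division of their counts and the restriction to protein-coding genes were chosen after seeing the data. Results for a design are given in the order P3, P7, P28 and the 3 later ages together, each against P1. A count is taken as kept when it stays within 1.5 times the reported count. The cause of each change below was not tested, except where fewer pigs, another filter or a stricter threshold enter by construction.

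For circRNAs the reported calls were 643, 382, 800 and 768. At an adjusted p under 0.05 they were 0, 0, 4 and 2, where the unadjusted p was 0.05 or less for 644, 383, 802 and 774. DESeq2 in place of edgeR gave 252, 135, 329 and 211. Without a filter there were 1257, 725, 1313 and 3456 calls, and with at least 10 counts in at least 6 pigs 41, 29, 82 and 46. With the 35 libraries as samples, the count moved to 408 for P3 and to 505 for the later ages together. In limma voom with the pig as a random block the counts were 403, 200, 437 and 316 (10, 2, 14 and 8 at an adjusted p under 0.05). The nv2 and cd libraries alone gave 424 for P3, 393 for P28 and 451 for the later ages together. The Novogene pigs gave 410 for P3 and 474 for P28 (14, 12, 21 and 18 in the 4 comparisons at an adjusted p under 0.05), and the cd pigs 292, 109, 164 and 483. The replicate number as a block gave 393, 228, 475 and 470, although the numbers do not pair pigs. Calls stayed within 1.5 times under DESeq2's size factors (591, 388, 771 and 654), without the 5 cd libraries (482, 518, 597 and 734), without the 2 (489, 380, 639 and 668), and with divided counts (577, 407, 682 and 698). Across the 23 fits that each left out 1 pig, the calls ranged from 495 to 714, 310 to 414, 611 to 955 and 601 to 822.

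For miRNAs, the adjusted threshold moved P3 from 45 to 20, and the other alternatives kept all 4 counts. Across the 12 fits that each left out 1 library, calls ranged from 35 to 50, 75 to 109, 98 to 135 and 60 to 77. For genes, the adjusted threshold gave 3, 111, 846 and 136 in place of 585, 648, 1276 and 520, and the other alternatives kept the counts. With 1 library left out they ranged from 381 (without replicate 5 of P3) to 827, 510 to 682, 1098 to 1352 and 467 to 574. Of the 28 gene set tests, 17 passed, against 11 under fry and 0 with an estimated correlation, and 15 to 19 with 1 library left out.

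The shares of variance between the 4 ages kept their side of the test in the alternatives that were run. With 1 pig or library left out they ranged from 16.9% to 17.6% for circRNAs, 63.0% to 70.6% for miRNAs and 56.0% to 61.7% for genes. Relative to gene counts, which cover 4 chromosomes only, the log2 ratio of back-spliced reads between P28 and P1 was 0.16. It ranged from −0.17 to 0.39 with 1 library left out, and it reversed to −0.09 without replicate 4 of P1 and to −0.17 without replicate 5 of P28.

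Among the single features, 4 results reversed with 1 library left out. They were ssc-miR-18a (from −0.27 to 0.029, reversed without replicate 5 of P1), precursor ssc-mir-128-1 of ssc-miR-128 (from −0.13 to 0.065, reversed without replicate 6 of P1) and precursor ssc-mir-128-2 (from −0.14 to 0.14, reversed to −0.14 without replicate 4 of P1 and to −0.02 without replicate 6 of P28). None of these was near the threshold. In the other alternatives, 3 single-feature results no longer passed the adjusted threshold and 3 newly passed it. With 1 pig or library left out, 21 no longer passed, 18 of them for the 2 precursors of ssc-miR-7, and 6 newly passed, all for ssc-miR-15a. The number of Figure 3 genes called at P3 fell from 10 to 4 without replicate 4 of P1.

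The gene set test of circRNA host genes and the comparison with the qRT-PCR directions, with their alternatives (among them the median in place of the mean), were not run, since the circRNAs have no host gene or circAtlas name here. The median count was 1 per circRNA and pig, and in simulated data 23% of log2 fold changes of 1.5 were called. Whether the low counts or the variation between pigs (common dispersion 1.10) limit the calls was not tested.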

Differences from the paper's values

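None of the numbers that the paper states and that were also computed here differed by more than 1.5 times. The statements below concern ranking and membership.

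For circRNAs, the paper finds the most noteworthy difference between P1 and the other ages. Here the share of circRNA variance between P28 and the other ages was 6.24%, against 5.80% between P1 and the others. The difference between the 2 shares was not tested.

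The paper ranks P1 versus P28 first in the number of differentially expressed circRNAs. Here it was first with 800 calls, and in 26 of the 41 settings run. In the other 15 the comparison with the 3 later ages together had the most calls, among them no filter on low counts (3456 against 1313), the Novogene pigs alone (523 against 474), the cd pigs alone (483 against 164) and the nv2 and cd libraries alone (451 against 393). The omission of the 5 cd libraries, chosen after seeing the values, did so too (734 against 597). Among the 3 comparisons of single ages, P1 versus P28 was first in 38 of 41 settings. For miRNAs and genes it was first in 21 of 21 settings.

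Not all features that the paper shows as differentially expressed were called here. Of the genes in Figure 3, 10 of 27 tested were called for P3, 28 of 30 for P28 and 12 of 30 for the later ages together. DESeq2 called 12 for P3 and 29 for P28, and 14 were called for P3 without replicate 6 of P3. Without replicate 4 of P3, 13 were called for the later ages together. Other fits called fewer: 4 for P3 and 9 for the later ages together without replicate 4 of P1. Without replicate 4 of P28, 26 were called for P28. Of the miRNAs in Figure 2, 21 of 23 were called for P3 and 20 of 22 for the later ages together.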

Other observations

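The tests with splits balanced by company, on the 5 cd libraries, on repeated reads, on normalization, on a company difference and on the chromosomes of Figure 3 were chosen only after the result was seen.

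Other splits of the same pigs were tested against the calls. For circRNAs, at least as many calls as the reported split came from 1 of 100 splits for P3, 26 of 100 for P7, 2 of 100 for P28 and 9 of 100 for the later ages together, with the reported split counted in each. These splits ignore the company, which the reported split balances. The 8 other splits that reached the count for the later ages together put 4 or 5 cd pigs into the group of 6. Among splits with as many cd pigs in each group as the reported one, at least as many calls came from 2 of 100 for P3, 10 of 100 for P7, 1 of 100 for P28 and 1 of 100 for the later ages together, with the reported split counted in each. Among these balanced splits, 2 of 100 reached the adjusted count of 4 for P28, with the reported split included. For the later ages together, 35 of 100 reached the adjusted count of 2, so chance stays open for that count. For the calls of P7 chance stays open as well. The split with 1192 calls against the 800 for P28 follows the company, since it set 5 cd pigs against 6 pigs of which 1 was cd. Within companies, P1 versus P28 gave 474 and 164 calls. For miRNAs and genes, the reported split gave the most calls in 1 of 10 splits for each single age, which is the lowest share 10 splits allow. For the later ages together, 3 of 100 splits gave as many miRNA calls and 8 of 100 as many gene calls. The highest of these, 94 for miRNAs and 1369 for genes, set the 3 P28 libraries against the others. Of 100 splits, 13 gave at least the 17 gene set calls, with a median of 11.

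The changes of circRNAs with age in the pigs of one company were compared with those in the other. For P28 they were shared more than under other arrangements of the ages (r = 0.101, one-sided exact permutation p = 0.005), with the same sign in 55.2% of circRNAs against 52% expected. For P3 (exact permutation p = 0.73) and P7 (exact permutation p = 0.6) this test does not separate a shared change from none, at a median count of 1.

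In the comparison of P1 with the 3 later ages together, 82.8% of the circRNA calls were lower later. This does not hold for each age and setting. Among the Novogene pigs 50% of the calls were lower for P3 and 38.7% for P7, DESeq2 gave 42.2% and its size factors 43.8% for P7, no filter gave 47.7% for P7, and the filter of at least 10 counts in at least 6 pigs gave 45.1% for P28. The tests that follow concern the later ages together. Simulated counts without an age effect gave at most 62.9%, so counting noise and library sizes alone do not account for it. Without the 5 cd libraries 75.07% were lower. No counts were simulated for this smaller set, so the part of these libraries is not settled. The normalization cannot be told apart from a change with age: 75.54% were lower with DESeq2's size factors and 67.8% with DESeq2, but the median log2 fold change of all circRNAs stayed below 0 with these size factors (−0.19, against −0.33 with TMM). In the Novogene pigs alone 63.48% were lower and in the cd pigs 97.31%. The company does not vary with age within these groups, and the difference between the 2 shares was not tested. The Novogene share lay close to the simulated maximum of 62.9%, which was computed for all 23 pigs. The excess of lower calls is thus seen mainly in the cd pigs. A change with age stays open.

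In 5 cd libraries, none of them from P1, few circRNAs had 1 count. Lower depth is argued against, since 3 of the 5 had larger totals than each P1 cd library and yet the P1 cd libraries held at least 1.49 times as many circRNAs. For the other 2, P7_s6 and P28_s6, the 2 larger P1 cd libraries thinned to the same total held at least 1.37 times as many. A multiplied scale is argued against, since all 30 whole numbers from 1 to 30 occur as counts. In the 2 of these libraries whose most frequent count is 6, repeated reads of single molecules cannot be told apart from true high counts. There, circRNAs near that count had a median of 11 (P3_s6) and 10 (P28_s5) counts in the Novogene libraries. This lay between 6 for circRNAs with 1 count in P1 cd libraries and 24 for those with the same count. The share absent from the Novogene libraries was 18.8% (P3_s6) and 19% (P28_s5). This was nearer to 21.2% for circRNAs with 1 count in P1 cd libraries than to 9.62% for those with the same count. In the other 3 libraries repeated reads were not tested, since their most frequent count is 1.

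All 92 genes of Figure 3 lie on the 4 chromosomes of the gene table. If genes of all chromosomes had entered, 27.5 of the 89 with a listed symbol would be expected there, against 89 observed (exact hypergeometric test, p = 1.97e-46). The paper's analysis may therefore have used the same part of the genome.

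G2/M genes were higher at P7. A single library does not account for this, since the lowest of the 3 P7 scores was 1.175 and the highest P1 score 0.172. Normalization does not account for it either, since one factor per library moves all genes alike, whereas 15 of 15 G2/M entries were higher and 0 of 24 oxidative phosphorylation genes were, with a median log2 fold change of −0.37. A higher level of G2/M genes at P7, relative to the other genes, stays a hypothesis from 3 pigs per age. With an estimated correlation between genes the adjusted p was 0.199, and a change in the share of cell types was not tested.

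The miRNAs of the paper's network were matched by name, without the arm where the files do not give it. For P1 versus P28, 8 could be tested. Of these, 3 had an adjusted p under 0.05 over all entries from edgeR's test and 4 when adjusted over the list alone. The log2 fold change was −2.02 for ssc-miR-215 (adjusted p = 1.73e-04), −1.81 for ssc-miR-132 (1.59e-04) and −0.44 for each precursor of ssc-miR-7 (0.0407 and 0.0378). For ssc-miR-15a it was 0.49 (0.0533), for ssc-miR-140-5p −0.24 (0.217), for ssc-miR-214 0.21 (0.433), for ssc-miR-18a −0.14 (0.593), and for the precursors of ssc-miR-128 −0.07 and 0.00 (0.764 and 0.998). At P7, ssc-miR-18a (log2 fold change 0.70, adjusted p = 0.0177 from edgeR's test) and ssc-miR-214 (0.66, 0.0282) were higher than at P1. There ssc-miR-215 (−1.85, 5.16e-04) and ssc-miR-132 (−1.25, 0.00431) were lower, and the other network miRNAs tested did not pass. The files do not name the arm of most of these miRNAs, so the arm measured may not be the one in the paper's network. The miRNA ssc-miR-31 had at most 2 counts in any library and was not tested. MME rose from 16.0 ± 3.76 CPM (SD, n = 3) to 73.4 ± 23.3 CPM (SD, n = 3), a log2 fold change of 2.19 (SE 0.27, adjusted p = 4.12e-04 from edgeR's test). Back-spliced reads, scaled as CPM of the gene counts, were 2460 ± 787.3 (SD, n = 3) at P1, 3223 ± 1956 at P3, 1349 ± 809 at P7 and 2745 ± 1039 at P28 (exact permutation p = 0.9 for P28 against P1, where 0.1 is the smallest possible). The back-spliced reads come from all chromosomes and the gene counts from 4 only, so these values are not the share of RNA that is circular. The later ages include the 5 cd libraries in which few circRNAs have 1 count.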
